# The DNA methylation landscape of the root‐knot nematode‐induced pseudo‐organ, the gall, in Arabidopsis, is dynamic, contrasting over time, and critically important for successful parasitism

**DOI:** 10.1111/nph.18395

**Published:** 2022-09-02

**Authors:** Ana Cláudia Silva, Virginia Ruiz‐Ferrer, Sebastian Y. Müller, Clement Pellegrin, Patricia Abril‐Urías, Ángela Martínez‐Gómez, Almudena Gómez‐Rojas, Eduardo Berenguer, Pilar S. Testillano, Maria Fe Andrés, Carmen Fenoll, Sebastian Eves‐van den Akker, Carolina Escobar

**Keywords:** Arabidopsis, DNA methylation/epigenetics signatures, galls, giant cells, *Meloidogyne javanica*, siRNAs, tomato, transposons

## Abstract

- Root‐knot nematodes (RKNs) induce giant cells (GCs) within galls which are characterized by large‐scale gene repression at early stages. However, the epigenetic mechanism(s) underlying gene silencing is (are) still poorly characterized.
- DNA methylation in Arabidopsis galls induced by *Meloidogyne javanica* was studied at crucial infection stages (3 d post‐infection (dpi) and 14 dpi) using enzymatic, cytological, and sequencing approaches. DNA methyltransferase mutants (*met1*, *cmt2*, *cmt3*, *cmt2/3*, *drm1/2*, *ddc*) and a DNA demethylase mutant (*ros1*), were analyzed for RKN resistance/tolerance, and galls were characterized by confocal microscopy and RNA‐seq.
- Early galls were hypermethylated, and the GCs were found to be the major contributors to this hypermethylation, consistent with the very high degree of gene repression they exhibit. By contrast, medium/late galls showed no global increase in DNA methylation compared to uninfected roots, but exhibited large‐scale redistribution of differentially methylated regions (DMRs). In line with these findings, it was also shown that DNA methylation and demethylation mutants showed impaired nematode reproduction and gall/GC‐development. Moreover, siRNAs that were exclusively present in early galls accumulated at hypermethylated DMRs, overlapping mostly with retrotransposons in the CHG/CG contexts that might be involved in their repression, contributing to their stability/genome integrity. Promoter/gene methylation correlated with differentially expressed genes encoding proteins with basic cell functions. Both mechanisms are consistent with reprogramming host tissues for gall/GC formation.
- In conclusion, RNA‐directed DNA methylation (RdDM; DRM2/1) pathways, maintenance methyltransferases (MET1/CMT3) and demethylation (ROS1) appear to be prominent mechanisms driving a dynamic regulation of the epigenetic landscape during RKN infection.

## Introduction

Plant‐parasitic nematodes cause severe losses in agriculture (Singh *et al*., 2015). The endo‐parasitic root‐knot nematodes (RKN; *Meloidogyne* spp.) are among the major contributors. Root‐knot nematodes penetrate host roots, delivering effectors into the vascular cylinder and inducing the development of a new organ (several giant cells; GCs) housed within a gall, from which they feed (Escobar *et al*., 2011, 2015). The multinucleated GCs undergo mitosis with incomplete cytokinesis (Escobar *et al*., 2015).

Several studies have reported observations of generalized gene repression in Arabidopsis and tomato galls, particularly in isolated GCs at early infection stages (Jammes *et al*., 2005; Fuller *et al*., 2007; Barcala *et al*., 2010; Portillo *et al*., 2013). However, the underlying mechanisms are poorly understood.

Recent studies point towards a role for epigenetic regulation of gene expression during the organogenesis of galls/GCs – several microRNAs (miRNAs; e.g. miR390, miR159, miR172) involved in plant developmental processes in Arabidopsis are crucial for gall/GC formation (Cabrera *et al*., 2016; Medina *et al*., 2017; Díaz‐Manzano *et al*., 2018; reviewed in Cabrera *et al*., 2018b; Jaubert‐Possamai *et al*., 2019; Hewezi, 2020). In addition, large‐scale sequencing of small RNAs (sRNAs) has revealed the accumulation of 24‐nucleotide (nt) small‐interfering RNAs (siRNAs) at early (3 d post‐infection; dpi; Cabrera *et al*., 2016) and medium/late (7 dpi; Medina *et al*., 2017) infection stages in Arabidopsis. The abundance of such sRNAs, corresponding to repetitive regions of the genome (repeat associated small‐interfering RNAs; rasiRNAs; Cabrera *et al*., 2016; Ruiz‐Ferrer *et al*., 2018), is a gall hallmark. Interestingly, gall‐distinctive rasiRNAs accumulated differentially in transposable elements (TEs), and, accordingly, major members of retrotransposon superfamilies (COPIA, GYPSY, LINE and SINE) were repressed in early galls (Ruiz‐Ferrer *et al*., 2018). Consistent with this, Medina *et al*. (2018) identified siRNA clusters that were differentially expressed in Arabidopsis galls (7, 14 dpi), and overrepresentation of 23–24‐nt siRNAs.

sRNAs induce either post‐transcriptional gene silencing (PTGS) by targeting complementary mRNAs for degradation/translational repression in the cytoplasm, or transcriptional gene silencing (TGS) by repressive epigenetic modifications, such as DNA methylation and histone modifications, to homologous regions of the genome (Ruiz‐Ferrer & Voinnet, 2009; Deleris *et al*., 2016). In plants, the major siRNA‐mediated epigenetic pathway is RNA‐directed DNA methylation (RdDM; Matzke *et al*., 2015; Cuerda‐Gil & Slotkin, 2016). Plant DNA methylation occurs in all cytosine contexts: CG, CHG and CHH (where H is A, C or T). The establishment of *de novo* DNA methylation is catalyzed by DOMAINS REARRANGED METHYLASE 2 (DRM2) via the RdDM pathway (Ye *et al*., 2016), while maintenance of DNA methylation is mainly mediated by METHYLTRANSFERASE1 (MET1), CHROMOMETHYLASE 3 (CMT3) and DRM2 or CMT2 in the CG, CHG and CHH methylation contexts, respectively (Zhang *et al*., 2018). Plant genomes also encode DNA glycosylases/lyases that remove cytosine methylation (Ortega‐Galisteo *et al*., 2008), including REPRESSOR OF SILENCING 1 (ROS1; Gong *et al*., 2002; Zhu *et al*., 2007). Changes in DNA methylation were reported in soybean–cyst nematode and Arabidopsis–cyst nematode interactions, and in galls formed by *Meloidogyne graminicola* in rice (Rambani *et al*., 2015; Hewezi *et al*., 2017; reviewed in Hewezi, 2020; Atighi *et al*., 2020; respectively). However, a role for DNA methylation and its interplay with the dynamic regulation of sRNAs in the control of gene expression in galls of dicotyledonous species has not been described.

In this study, we analyzed the differential methylome of galls induced by *Meloidogyne javanica* at two critical infection time points (3 dpi and 14 dpi) from early gall formation to medium/late infection stages, showing a dynamic regulation of the epigenetic landscape. Immunolocalization of methylation marks also showed the predominant contribution of the GCs at 3 dpi, among different cell types within the gall. The functions of several methylases involved in the RdDM pathway (such as DRM2), as well as those involved in methylation maintenance (CMT3, CMT2, MET1), together with DNA demethylase ROS1, are discussed in the context of gall formation. Our results strongly suggest that DNA methylation mediated by DRM2/1 through RdDM pathways and by maintenance methylases may contribute to preservation of genome integrity, while dramatic reprograming processes drive GC and gall formation.

## Materials and Methods

### Plant lines, nematode maintenance, reproduction tests and giant cell phenotyping

*Meloidogyne javanica* (Treub, 1885) Chitwood, 1949 populations were maintained *in vitro* on cucumber (*Cucumis sativus* L. cv. Johanna) roots (Díaz‐Manzano *et al*., 2016). *Arabidopsis thaliana* (L.) Heynh. Columbia‐0 (Col‐0) seeds were sterilized, grown, and infected as described by Olmo *et al*. (2017). Galls and uninfected root segments (RCs) were hand‐dissected at 3 and 14 dpi (counting from 24 h after inoculation) following Barcala *et al*. (2010).

*Solanum lycopersicum* L. cv. Moneymaker (Buzzy^®^ seeds, Heerenveen, Holland, cat. no. 002845) seeds were grown *in vitro* and inoculated as in Portillo *et al*. (2013). Tomato galls and uninfected root segments (i.e. controls; RCs) were hand‐dissected at early stages of infection (from 2 to 7 dpi; Portillo *et al*., 2013).

Homozygous Arabidopsis T‐DNA insertion lines and the primers used for PCR genotyping are given in Supporting Information Table S1. For *in vitro* nematode infection tests, at least three independent biological replicates were used for each mutant: *met1‐3*, *cmt2‐3*, *cmt2‐3/cmt3‐11*, *cmt3‐11*, *drm1‐2drm2‐2*, *ddc* and *ros1* (≥ 111 plants per line) vs Col‐0. Seeds were sterilized and grown as described for Col‐0. Gall diameter was measured at 14 dpi (*n* ≥ 25 per line tested) using the measurement tools in Fiji (Schindelin *et al*., 2012).

Reproductive parameters were determined in soil‐grown plants: number of females, number of egg masses produced, and number of total eggs per line (Olmo *et al*., 2020), in at least seven independent biological replicates per line (Student's *t*‐test; *P* < 0.05). Giant cell phenotyping was carried out as described by Cabrera *et al*. (2018a).

### RNA and DNA extraction and purification

Collection of Arabidopsis plant material and total RNA and genomic DNA extraction from the same samples were performed as described by Silva *et al*. (2019). Further details are provided in Methods S1.

### Quantification of global 5‐methylcytosine (5‐mC)

To compare levels of global DNA methylation in galls induced by *M. javanica* in Arabidopsis and tomato with those in their corresponding RCs, the MethylFlash™ Global DNA Methylation (5‐mC) ELISA Easy Kit was used (EpiGentek, New York, NY, USA) with *c*. 100 ng of DNA for each of the three independent biological samples for Arabidopsis (see the previous section). In tomato, a total of seven independent experiments were pooled in four independent biological samples per treatment. Each independent biological replicate contained at least 50 galls and > 30 RCs (DNA was extracted according to the procedure described by Silva *et al*., 2019), together with the negative and positive DNA controls provided in the kit. The 5‐mC percentage was calculated according to the manufacturer's instructions.

### Immunofluorescence and confocal microscopy

To localize 5‐mC in GCs within gall sections, we performed immunofluorescence assays on resin sections (Testillano *et al*., 2013), followed by confocal analyses. 5‐methylcytosine immunofluorescence was quantified using Fiji v.2.0.0‐rc69/1.52n (Schindelin *et al*., 2012). The maximum projections (*n* ≥ 20 optical sections) of the 4′,6‐diamidino‐2‐phenylindole (DAPI) channel were used to define the Regions of Interest (ROIs) corresponding to the individual nuclei, and the maximum projections of the 5‐mC (green) channel were used to measure fluorescence intensity values within ROIs. Only the ROIs presenting a maximum value of 85 (green channel) were considered. The corrected fluorescence intensity of each ROI was calculated as follows: Integrated density – (Area of selected nuclei × Mean fluorescence of background readings (adapted from Gavet & Pines, 2010; McCloy *et al*., 2014)). The average of the background readings was obtained using the mean fluorescence of two squares drawn in the background of each image. Significant differences were calculated using the Kruskal–Wallis test followed by Dunn's post hoc test (*P* < 0.05).

### High‐throughput MethylC‐sequencing (MethylC‐seq) library preparation and data processing

The six independent MethylC‐seq libraries, three for galls and three for RC at 3 dpi (see Table S2 for further details), were prepared using the NEXTflex^®^ Bisulfite‐Seq Library Prep Kit (Bioo Scientific, Austin, TX, USA), indexed for post‐sequencing demultiplexing, pooled in equimolar amounts and sequenced in one lane of an Illumina^®^ HiSeq 4000 PE100 platform (San Diego, CA, USA) and Illumina^®^ HiSeq X PE150 (RC2 and RC3; San Diego, CA, USA) by AllGenetics & Biology SL, A Coruña, Spain.

The six independent MethylC‐seq libraries, three for galls and three for RC at 14 dpi (see Table S2 for further details), were prepared using the EZ DNA Methylation‐Gold Kit (Zymo Research, Freiburg, Germany) following the library protocol Accel‐NGS Methyl‐Seq DNA Library Kit for Illumina Platforms by Macrogen Inc. (Seoul, South Korea) and sequenced using an Illumina^®^ HiSeq X PE150.

MethylC‐seq data were processed using the pipeline available at https://github.com/seb‐mueller/snakemake‐bisulfite (commit f12bb6) in GitHub (GEO accession numbers GSE155853, GSE156025). To identify differentially methylated regions (DMRs), we used MethylKit v.0.99.2 (Akalin *et al*., 2012) with the adjusted *P*‐value (*q*‐value) < 0.05. We defined regions in the form of adjacent non‐overlapping windows of 200 base pairs (bp; referred to hereafter as ‘bins’). Bins were annotated as those overlapping with genes, promoters, or transposable elements (TEs). ‘Promoter/TE’ hereafter refers to a DMR that overlaps a gene promoter and a TE (as specified in Araport11, 06/2016; Cheng *et al*., 2017). Promoters are considered regions from 1000 bp upstream to 200 bp downstream of the transcription start point. For each region, the methylated and unmethylated cytosines were counted (separately for each library/region/methylation context) and tested for differential methylation through a logistic regression approach using the ‘MN’ overdispersion correction as implemented in MethylKit. Several DMRs were validated (Methods S1; Fig. S1d).

### High‐throughput RNA‐sequencing (RNA‐seq) library preparation and data processing

Illumina's TruSeq Stranded mRNA Library Prep Kit was used to prepare the six independent libraries (three for galls and three for uninfected controls). Samples were dual‐indexed for post‐sequencing demultiplexing, pooled in equimolar amounts and sequenced in a fraction of an Illumina^®^ HiSeq X PE150 by AllGenetics & Biology SL, A Coruña, Spain. A description of the DEGs acquired in TAIR10 and additional details are provided in Table S3.

RNA‐sequencing raw data and detailed data processing are available via GEO accession number GSE155171 and in Methods S1. Differential expression analysis was performed with deseq2 (v.1.20.0; Love *et al*., 2014) using R (v.3.5.2; R Core Team, 2018) and Rstudio (v.1.1.463; RStudio Team, 2018). Genes with a ¦log_2_‐fold change¦ > 0.5 and an adjusted *P*‐value < 0.01 were considered differentially expressed (DEGs).

The 3 dpi sRNA libraries (GEO accession number GSE71563) were generated as described by Cabrera *et al*. (2016) (Table S4; Methods S1).

## Results

### *Meloidogyne javanica* induces DNA hypermethylation during early establishment in Arabidopsis, but not at medium/late stages

Based on the very high degree of gene repression observed in GCs (Barcala *et al*., 2010), coupled with the differential abundance of siRNAs at early stages of gall formation (Cabrera *et al*., 2016; Ruiz‐Ferrer *et al*., 2018), we hypothesized that RdDM may play an important role in RKN feeding site formation. Therefore, we quantified the global 5‐mC DNA methylation induced by *M. javanica* in Arabidopsis at two infection stages, 3 and 14 dpi, which showed contrasting patterns of methylation, using two independent techniques: an ELISA‐based assay, and bisulfite sequencing/MethylC‐seq. 

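At 14 dpi, MethylC-seq was run on 3 gall libraries (G1 to G3) and 3 RC libraries (RC1 to RC3), each made from an independent biological sample. In this assay, bisulfite converts unmethylated cytosines so that they are sequenced as thymines, whereas methylated cytosines are still sequenced as cytosines, and each sequenced cytosine gives 1 methylated or unmethylated call. Table S2 of the paper lists 58533326 to 74887691 uniquely mapped read pairs per RC library (median 64287675) and 42367649 to 57203032 per gall library (median 48659432), so every gall library was sequenced less deeply than every RC library. The nuclear chromosomes received 2381418263 to 3035193622 cytosine calls per RC library (median 2594825670) and 1699829245 to 2263041374 per gall library (median 1918154489). Between 77.7 and 80.7% of read pairs mapped, and the conversion rate in chloroplast and λ phage DNA was 99.4 to 99.5% in the 6 libraries. The authors trimmed the reads with Trim Galore, mapped them with Bismark to a combined genome of Arabidopsis (TAIR10), M. javanica and λ phage, and counted calls per 200 bp bin and context in methylKit. They deposited, for each of the 3 contexts, a table of the bins called as DMRs, with the methylated and unmethylated calls of each library, the percentages made from them, the difference of methylation, p- and q-values, and the overlapping genes, promoters and TEs. Bins that were not called are not used here, so the background of tested bins is unknown. Calls in CG DMRs summed to 14019 to 17764 per RC library (median 15454) and 10073 to 12573 per gall library (median 11412). The sums were 69946 to 86552 (median 75522) in RCs and 52793 to 62347 (median 59792) in galls for CHG DMRs, and 134629 to 164530 (median 146801) in RCs and 105894 to 123702 (median 119013) in galls for CHH DMRs. Each bin was retested here with a logistic regression of the calls on group, with the overdispersion correction named in the paper's methods, and differences were taken as gall minus RC. Comparisons of library percentages used exact permutation tests, for which 0.10 is the smallest two-sided p that 3 libraries against 3 allow. Confidence intervals of shares are 95% Wilson intervals and cover counting error only.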

The ELISA‐based approach identified significant differences in global DNA methylation at 3 dpi (Fig. 1a) compared to RCs, but not at 14 dpi (Fig. 1a). MethylC‐sequencing analysis of the same DNA showed a similar trend (*P* = 0.07; Fig. 1b; Table S2). The average degree of methylation in the CG, CHG, and CHH contexts was higher in 3 dpi galls than in RCs (Fig. 1c; Table S2c) with gall : RC ratios of 1.13, 1.35, and 1.38 respectively. The only significant difference between galls and RCs was found in the CHH context, although this context had the lowest level of DNA methylation (*P* = 0.03; Fig. 1c). By contrast, at 14 dpi, gall and RC global methylation levels were similar in all three methylation contexts (Fig. 1d; Table S2d). These data support the idea that there is hypermethylation in early galls, but there are no differences at 14 dpi galls, both compared with its correspondent RCs.

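The percentages of methylated cytosines at 14 dpi were computed from the calls per nuclear chromosome in Table S2 of the paper, because the deposited tables hold DMRs only. In the CG context, 24.9% ± 0.863 (SD, n = 3) of cytosine calls were methylated in galls and 24.8% ± 0.200 (SD, n = 3) in RCs, a gall : RC ratio of 1.00 (exact permutation test, two-sided, p = 1). In the CHG context, the values were 8.31% ± 0.473 in galls and 8.57% ± 0.161 in RCs (SD, n = 3 each), a ratio of 0.969 (p = 0.5 in the same exact test). In the CHH context, they were 2.88% ± 0.121 and 2.94% ± 0.120, respectively (SD, n = 3 each), a ratio of 0.979 (exact p = 0.6). Over all contexts, 6.66% ± 0.261 of calls were methylated in galls and 6.72% ± 0.138 in RCs (SD, n = 3 each; exact p = 0.8). None of these differences exceeded the spread between libraries, and their signs rested on single libraries. Gall replicate 3 had the lowest methylation of the 6 libraries in every context (23.96% in CG, 7.76% in CHG and 2.75% in CHH), and without it the difference between galls and RCs changed sign to 0.00542 percentage points in CHG, 0.000192 in CHH and 0.0859 over all contexts. Without it, the CG difference was 0.603 points, and the other 2 galls (25.4 and 25.5%) lay above all 3 RCs (24.6 to 25.0%; exact p = 0.1, the smallest that 2 libraries against 3 allow). The CG difference of 0.107 points changed sign without RC replicate 3 (−0.00298), gall replicate 1 (−0.106) or gall replicate 2 (−0.177). In the deposited tables, the DMRs accounted for 0.00407 to 0.00436% of a library's nuclear CG calls, 0.0193 to 0.0219% of its CHG calls and 0.00751 to 0.00863% of its CHH calls, so the global percentages were set almost wholly by cytosines outside the DMRs.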

**Fig. 1:**
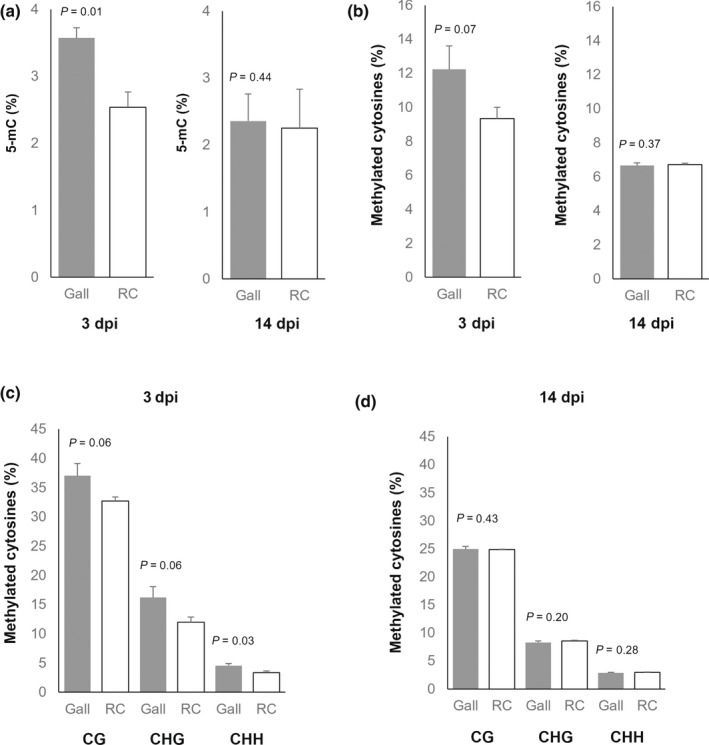
Global DNA methylation in Arabidopsis galls induced by *Meloidogyne javanica*. (a) Global 5‐methylcytosine (5‐mC) DNA methylation (in percentage terms) in galls and uninfected root segments (controls; RCs) at 3 and 14 d post‐infection (dpi), quantified using an ELISA‐based kit. (b) Global percentage of methylated cytosines (quantified using MethylC sequencing (MethylC‐seq)) in the same samples. (c, d) Global percentage of methylated cytosines (via MethylC‐seq) in galls at 3 dpi (c) and 14 dpi (d) and RCs in the three different methylation contexts (CG, CHG and CHH). Values are means from three independent biological samples (see Methods S1; ‘RNA and DNA extraction and purification’ sub‐section) and error bars denote ±SE. *P*‐values are indicated (one‐tailed Student's *t*‐test; *n* = 3).

### DNA methylation preferentially targets transposable elements, particularly retrotransposons, in early galls

To identify DMRs of the genome that might be important for the interaction between Arabidopsis and RKNs at early and medium‐late infection stages, the Arabidopsis genome was divided into non‐overlapping regions of 200 bp. A total of 775 DMRs (minimum methylation difference 15%; Table S5) were identified at 3 dpi. Most DMRs were in the CHG context (199, 468, and 108 DMRs in the CG, CHG and CHH contexts, respectively; Fig. 2a). Consistent with our previous observations, the vast majority (*c*. 90%) of DMRs, in all contexts, were hypermethylated in early galls (Figs 1, 2). Further validation shows some representative DMRs matching five transposons belonging to different superfamilies (i.e. GYPSY, COPIA and LINE), a DNA transposon and a b‐ZIP transcription factor, all showing similar hypermethylation tendencies in 3 dpi galls with respect to their corresponding RCs (*q*‐value < 0.05) in both of the independent MethylC‐seq analyses (Fig. S1). Similarly, DMRs identified at 14 dpi (minimum methylation difference 15%; 603) were also predominant in the CHG context (65, 450 and 88 for CG, CHG and CHH, respectively). In contrast to the findings at 3 dpi, *c*. 

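The deposited tables for 14 dpi hold 603 bins that differ by more than 15 percentage points between galls and RCs, 65 in the CG, 450 in the CHG and 88 in the CHH context, and CHG DMRs made up 74.6% of them. The median absolute difference was 18.1 points. In 601 of the 603 DMRs (99.7%), the 3 galls all lay on the same side of the 3 RCs, where chance gives 10%, although the bins had been selected on these libraries. A DMR held a median of 4 CG, 3 CHG or 42.5 CHH cytosines, and 201 of the 603 DMRs (33.3%; 23 CG and 178 CHG) rested on at most 2 cytosines. The median number of calls per DMR and library was 188 in RCs and 135 in galls for CG, 134 and 99 for CHG, and 1643.5 and 1296 for CHH. A library had fewer than 20 calls in 13 DMRs, and 2 CHG DMRs had no calls in at least 1 library. In these 2 DMRs the order of all libraries is undefined. They are the 2 DMRs outside the 601, and all 601 DMRs with calls in every library had separated galls and RCs. In the logistic regression with the chi-square form of the test, all 603 bins were called again, with a largest q of 0.000341, and with an F test in its place 602 were called, the exception being a CHG bin at q = 0.0696. These q values were adjusted by Benjamini-Hochberg over bins that had already been called on the same libraries, so nearly complete recall was fixed beforehand. Of the 511 CG and CHG DMRs with a dispersion estimate of at most 1, 501 (98.0%) had an F test p above the largest p of their context in the authors' deposited table. The minimum difference was the choice that moved the number of DMRs most. At least 20 points left 189 DMRs and at least 25 points left 63. With each library left out in turn, 537 to 565 bins still differed by 15 points.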

80% of DMRs, in all contexts, were hypomethylated in 14 dpi galls (Fig. 2b; Table S5). 

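Of the 603 DMRs at 14 dpi, 484 were hypomethylated in galls (80.3%, confidence interval 76.9 to 83.2%). The share was 82.9% in the CHG context (373 of 450, interval 79.1 to 86.1%) and 97.7% in the CHH context (86 of 88, interval 92.1 to 99.4%). In the CG context, 25 of 65 DMRs were hypomethylated (38.5%, interval 27.6 to 50.6%) and 40 were hypermethylated. Averaged over DMRs within each library, methylation of hypomethylated CHG DMRs was 58.5% ± 0.235 in RCs and 39.0% ± 0.336 in galls (SD, n = 3 libraries each, as for the following values). Hypomethylated CHH DMRs went from 39.2% ± 0.0497 in RCs to 20.3% ± 0.538 in galls, and hypomethylated CG DMRs from 61.3% ± 0.304 to 39.4% ± 0.375. Hypermethylated CG DMRs went from 37.0% ± 0.388 in RCs to 55.9% ± 0.673 in galls, hypermethylated CHG DMRs from 20.1% ± 0.495 to 39.9% ± 1.65, and the 2 hypermethylated CHH DMRs from 5.40% ± 0.207 to 21.9% ± 2.31. No test was run on these averages, because the DMRs had been selected on the difference.

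**Figure D1:**
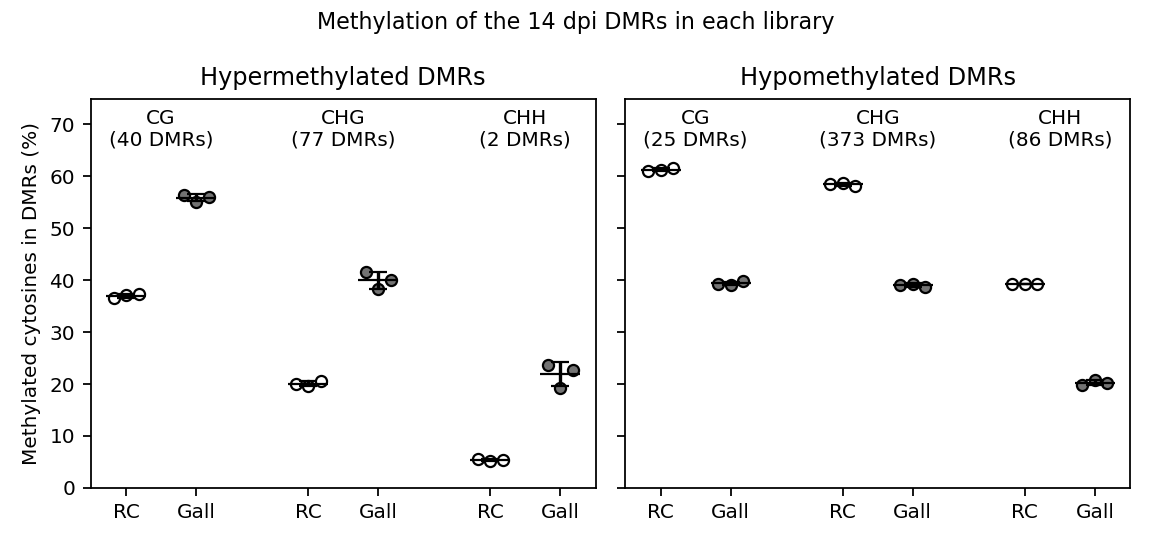
Percentage of methylated cytosines in the 14 dpi DMRs (y axis), averaged over the DMRs of each context and direction, for each RC library (open circles) and each gall library (grey circles). Horizontal bars are means and whiskers are SDs of 3 libraries; the 3 galls lie apart from the 3 RCs in each of the 6 sets, which were selected on that difference.

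In each context and direction, the DMRs with the largest difference were taken among those in which the galls and RCs did not overlap and every library had at least 20 calls; positions are those of TAIR10. Non-overlap of 3 libraries and 3 others gives an exact permutation p of 0.10, the smallest possible. The largest loss in CG was on chromosome 5 from 112801 to 113000, in a BRODYAGA2 TE of the MUTATOR superfamily that overlaps the promoter of CPL2 (AT5G01270), with 83.3% ± 1.79 in RCs and 43.8% ± 2.99 in galls over 8 CG cytosines and 208 to 379 calls per library; 40.0% of the 31 bp words of this bin occur more than once in the nuclear genome. The largest loss in CHG was on chromosome 3 from 16485601 to 16485800, in an ATREP2 element of the HELITRON superfamily, with 72.8% ± 3.53 in RCs and 31.5% ± 10.8 in galls. It rested on 1 CHG cytosine with 27 to 38 calls per library, and 39.4% of its 31 bp words were repeated. The largest loss in CHH, in an unannotated bin on chromosome 2 from 12310001 to 12310200 with 43 CHH cytosines, was from 59.2% ± 4.38 to 25.2% ± 1.07, with 23.5% of its words repeated. The largest gain in CG was on chromosome 3 from 9681401 to 9681600, where a BRODYAGA2 element overlaps the gene AT3G26450 and the promoter of AT3G26445, from 39.6% ± 2.49 in RCs to 75.0% ± 3.83 in galls over 2 cytosines. The largest gain in CHG was in the promoter of MEE9 (AT1G60870) on chromosome 1 from 22409001 to 22409200, from 49.2% ± 6.35 to 77.2% ± 0.951, also over 2 cytosines and with 1.76% of the words repeated. The 2 gains in CHH were from 1.13% ± 0.424 to 17.4% ± 3.09 in an unannotated bin on chromosome 2 from 8307801 to 8308000, and from 9.67% ± 0.826 to 26.5% ± 1.56 in a HELITRONY2 element at the promoter of AT3G58800 on chromosome 3 from 21748001 to 21748200, where 7.65% of the words were repeated. The other 10 DMRs chosen by size differed by −35.4 to 29.5 points. Of 65 genes named for methylation functions or in Tables 1 to 3 of the paper, 2 overlapped a 14 dpi DMR. A CG bin in the gene AT3G45840 (chromosome 3, 16847801 to 16848000, in an ATN9_1 element) rose from 29.8% ± 2.68 in RCs to 47.9% ± 3.12 in galls, with 18.8% of its words repeated. A CHG bin in the promoter of PSRP6 (AT5G17870; chromosome 5, 5907001 to 5907200) with 2 cytosines went from 82.6% ± 1.80 to 55.4% ± 4.40.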

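Because some bins were called in more than 1 context, the 14 dpi DMRs occupy 590 distinct bins, 0.0990% of the 595730 bins of 200 bp in the nuclear genome. In 13 bins, DMRs of a pair of contexts coincided (12 CHG with CHH and 1 CG with CHG), and in all 13 both contexts changed in the same direction. Merging bins no more than 200 bp apart gave 574 regions, of which 548 held a single DMR, the largest held 4 and 2 held DMRs of both directions. Hypomethylated DMRs outnumbered hypermethylated ones on each of the 5 chromosomes, with 131 against 31 on chromosome 1, 84 against 23 on chromosome 2, 86 against 22 on chromosome 3, 83 against 16 on chromosome 4 and 100 against 27 on chromosome 5.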

Since there is no overall global change in the degree of methylation at 14 dpi (Fig. 1), this finding suggests a remodeling of the methylation landscape during the infection.

**Fig. 2:**
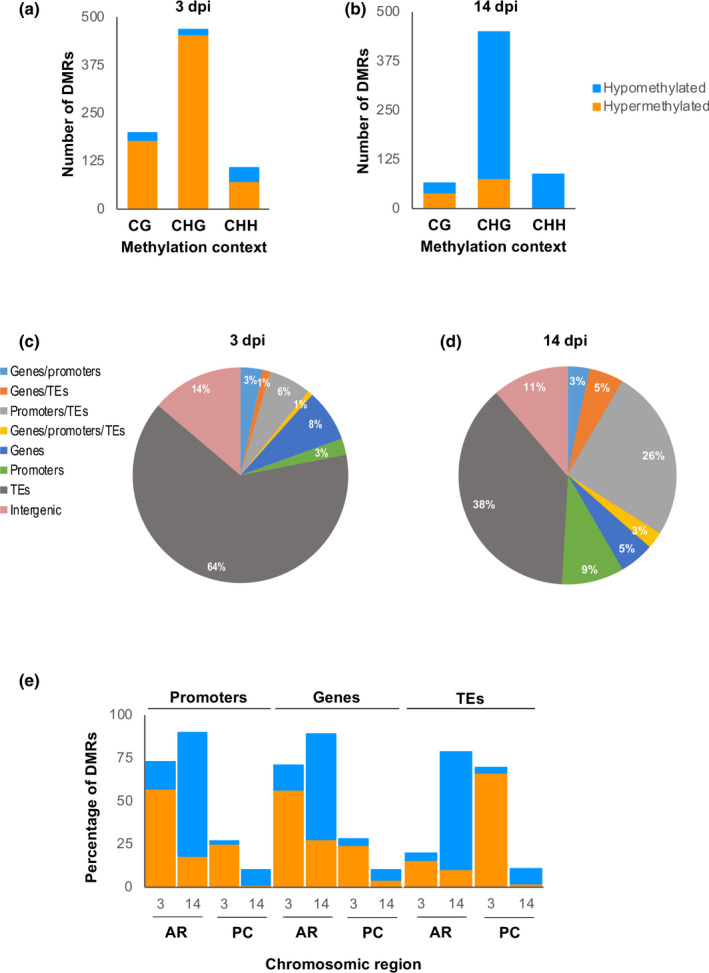
Distribution of differentially methylated regions (DMRs; methylation difference > 15%) in galls induced by *Meloidogyne javanica*. (a, b) Differentially methylated regions identified in the three methylation contexts (CG, CHG and CHH) at 3 d post‐infection (dpi) (a) and 14 dpi (b). (c, d) Percentages of different genomic regions (genes, promoters, transposable elements (TEs) and intergenic regions) overlapping with the identified DMRs at 3 dpi (c) and 14 dpi (d). (e) Classification of DMRs overlapping promoters, genes and TEs according to their chromosomic location at pericentromeric regions (PC) or chromosome arms (AR). In all cases, hypermethylation is shown in orange and hypomethylation in blue.

Strikingly, at 3 dpi, the genomic elements which overlapped with most DMRs in all three cytosine contexts were transposable elements (TEs; 64%); far fewer DMRs overlapped with genes (8%) promoters (3%) and promoter/TEs (6%; Fig. 2c; Table S5). By contrast, a lower proportion of DMRs overlapped with TEs at 14 dpi, and the proportion of DMRs overlapping promoter/TEs was similar (38% and 26%; respectively; Fig. 2d; Table S5). 

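By the annotation in the deposited tables, 228 of the 603 DMRs at 14 dpi overlapped TEs only (37.8%, interval 34.0 to 41.7%) and 154 overlapped a promoter and a TE but no gene (25.5%, interval 22.2 to 29.2%). A further 56 DMRs overlapped promoters only (9.29%), 31 genes only (5.14%), 31 a gene and a TE, 20 a gene and a promoter, and 15 all of these, whereas 68 overlapped none (11.3%). Counting every DMR with a given overlap, 428 involved a TE (71.0%), 245 a promoter (40.6%) and 97 a gene (16.1%). The hypomethylated share was 86.4% of the DMRs with a TE, 80.8% of those with a promoter and 68.0% of those with a gene. Among the 31 DMRs that overlapped genes only, 14 were hypomethylated (45.2%). Overlaps recomputed from the reference annotation were the same as in the deposited tables for genes in 600 bins and for promoters in 594. With promoters of 500 bp upstream of the transcription start, which moved the shares involving promoters most, 48.4% of DMRs overlapped TEs only and 14.9% a promoter and a TE. The share with a gene moved most when 100 of the 200 bp of a bin had to overlap (12.8%). The share with a TE was 72.3% when neighbouring bins of the same context and direction were merged (591 regions). The alternatives of annotation kept the deposited TE overlaps, so they could not move that share.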

Each Arabidopsis chromosome was categorized into two different regions: pericentromeric (PCs) and the rest of the chromosome arms (ARs; Ruiz‐Ferrer *et al*., 2018). At 3 dpi the vast majority of DMRs in promoters, genes and TEs were hypermethylated, independent of their position in the ARs or PCs (Fig. 2e). By contrast, by 14 dpi a large‐scale rearrangement of methylation is evidenced by the opposite pattern: the vast majority of DMRs in promoters, genes and TEs were hypomethylated, again, independent of their position in the ARs or PC (Fig. 2e). 

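Pericentromeric regions were taken as the 1 Mb windows in which genes cover 40% or less of the sequence, as in the legend of Fig. 8, which gave 24 of 121 windows and 20.1% of the genome. Of the 603 DMRs at 14 dpi, 463 lay in ARs and 140 in PCs (23.2%). Promoter DMRs were hypomethylated in 170 of 209 cases in ARs (81.3%) and in 28 of 36 in PCs (77.8%), an odds ratio of 1.25 (Fisher's exact test, two-sided, p = 0.648, adjusted p = 0.864 by Benjamini-Hochberg over 4 such tests). For gene DMRs the shares were 67.5% (52 of 77) in ARs and 70.0% (14 of 20) in PCs, an odds ratio of 0.891 (exact p = 1, adjusted p = 1). The direction of neither odds ratio was stable, since it was 0.662 for promoters without gall replicate 1, and for genes 1.04 without RC replicate 2, 1.97 with a gene coverage of 50% as the limit (exact p = 0.157) and 0.15 with a limit of 30% (exact p = 0.0558). TE DMRs were hypomethylated in 296 of 330 cases in ARs (89.7%) and in 74 of 98 in PCs (75.5%), an odds ratio of 2.82 (exact p = 0.000667, adjusted p = 0.00267). Within CHG TE DMRs the odds ratio was 2.02 (exact p = 0.0515), and within the 98 TE DMRs without a repeated 31 bp word it was 1.55 (exact p = 0.459). Over all DMRs it was 1.58 (exact p = 0.0521, adjusted p = 0.104), and with the same adjustment it passed the threshold with a gene coverage limit of 50% (1.78, p = 0.00697, adjusted p = 0.0139) but not with 500 kb windows (1.61, p = 0.0407, adjusted p = 0.0815), and it was 1.35 with a limit of 30% (p = 0.234) and 1.33 without gall replicate 1 (p = 0.245). These tests take bins as units, and neighbouring bins are not independent replicates.

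**Figure D2:**
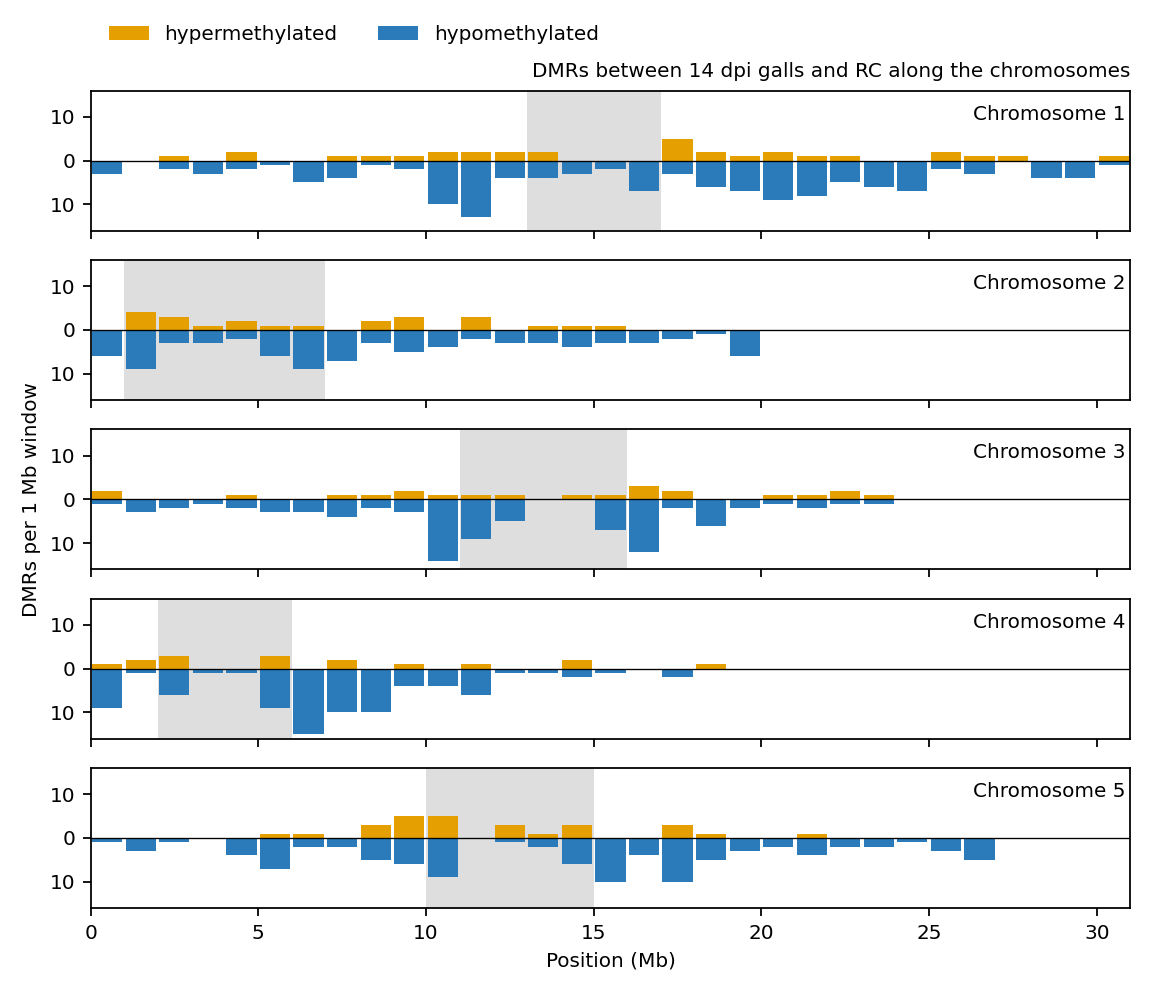
Number of DMRs between 14 dpi galls and RCs in each 1 Mb window (y axis; hypermethylated above 0 in orange, hypomethylated below 0 in blue) along the 5 chromosomes (x axis, position in Mb). Grey shading marks the 24 pericentromeric windows; 116 of the 121 windows hold DMRs, with at most 15 hypomethylated or 5 hypermethylated DMRs in a window.

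From the predominance of hypomethylated DMRs in promoters, genes and TEs at 14 dpi, the opposite of the pattern at 3 dpi, and with no global change at 14 dpi (Fig. 1), the paper concludes that methylation was rearranged on a large scale and proposes a remodeling of the methylation landscape during the infection.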

The results also show that at 3 dpi, while promoter and gene DMRs are located at ARs on the Arabidopsis genome with predominant CHH and CG contexts, respectively (Fig. 3a,c), DMRs overlapping TEs were mostly located at PC regions with a predominant CHG context (Fig. 3e). 

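At 14 dpi, 330 of the 428 TE DMRs (77.1%) lay in ARs, and so did 209 of the 245 promoter DMRs (85.3%) and 77 of the 97 gene DMRs (79.4%). ARs make up 79.9% of the genome, and no test against that share was run, since the bins that could have been called are not known. The CHG context accounted for 338 TE DMRs (79.0%), 187 promoter DMRs (76.3%) and 58 gene DMRs (59.8%). CHH accounted for 64 (15.0%), 38 (15.5%) and 15 (15.5%), respectively, and CG for 26 (6.07%), 20 (8.16%) and 24 (24.7%). Split by location as well, 257 TE DMRs were CHG DMRs in ARs (60.0% of TE DMRs) and 81 were CHG DMRs in PCs (18.9%), and 231 of the former and 66 of the latter were hypomethylated. TE DMRs in CHH numbered 58 in ARs and 6 in PCs, of which 57 and 6 were hypomethylated, and those in CG numbered 15 in ARs and 11 in PCs, of which 8 and 2 were hypomethylated. Among promoter DMRs, 161 were in CHG in ARs (65.7%) and 26 in CHG in PCs (10.6%). Among gene DMRs, 45 were in CHG in ARs (46.4%), 20 in CG in ARs (20.6%) and 13 in CHG in PCs (13.4%). The gene coverage limit of a pericentromeric window moved the location most, to 82.2% of TE DMRs in ARs with a limit of 30% and to 66.6% with a limit of 50%.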

Interestingly, the pattern was also unequivocally different at 14 dpi, as DMRs overlapping TEs were mostly located in ARs and the predominant context in TEs, promoters and genes was CHG (Fig. 3b,d,f).

**Fig. 3:**
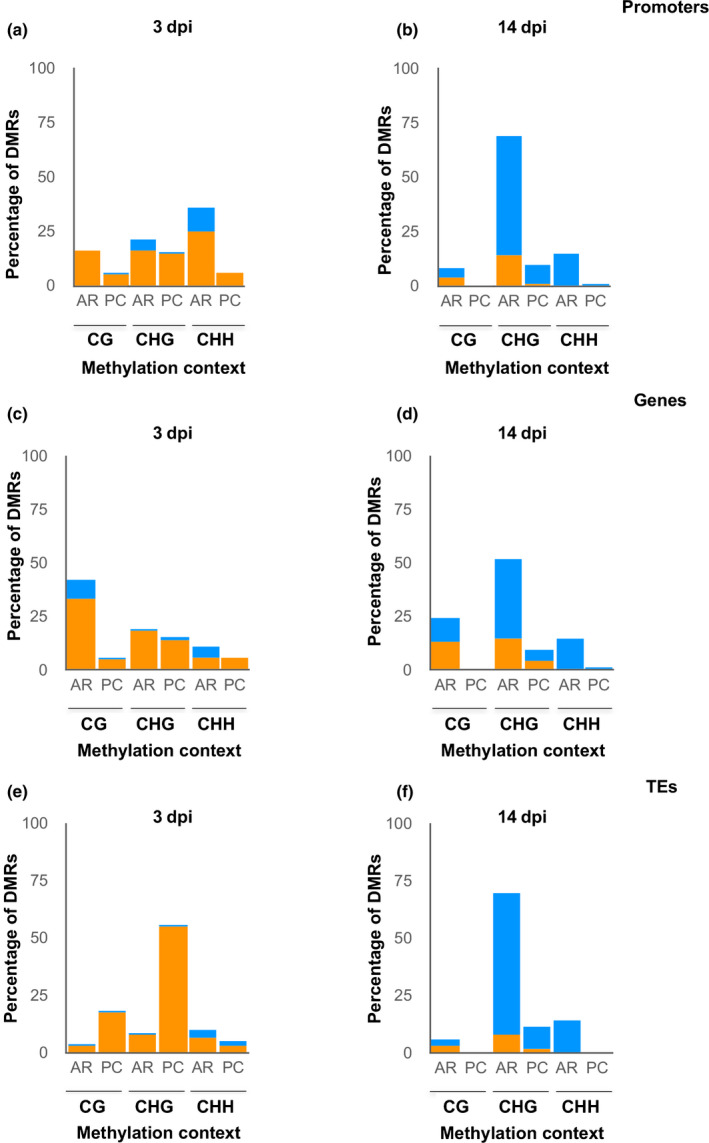
Classification of differentially methylated regions (DMRs; methylation difference > 15%) according to methylation contexts, chromosome location and genomic regions. (a–f) Classification of DMRs overlapping promoters (a, b), genes (c, d) and transposable elements (TEs) (e, f) according to their chromosomic location at pericentromeric regions (PC) or chromosome arms (AR), as well as by methylation context (CG, CHG or CHH) at 3 d post‐infection (dpi) (a, c, e) and 14 dpi (b, d, f). In all cases, hypermethylation is shown in orange and hypomethylation in blue.

We further classified DMRs overlapping TEs (‘Only TEs’) and those overlapping TEs and promoters (‘Promoters/TEs’), as well as those overlapping two different TE types: class I (retrotransposons that function via intermediate RNAs and reverse transcriptase) and class II (DNA‐TEs that function via a DNA intermediate and transposase). Interestingly, at 3 dpi, DMRs in ‘Only TEs’ were predominantly hypermethylated retrotransposons (Fig. 4a) in the GYPSY superfamily (Fig. 4e). By contrast, the predominant DMRs in ‘Promoters/TEs’ were DNA transposons (Fig. 4c) in the HELITRON and MUTATOR superfamilies (Fig. 4g). Furthermore, the proportion of DMRs matching retrotransposons (55.6%) is much higher than the proportion of retrotransposons (25.4%) among the TEs identified within the Arabidopsis genome in TAIR (Table S6). Similarly, the GYPSY superfamily represents 13.4% of TEs within the genome but 40% of TEs in DMRs at 3 dpi (Table S6), clearly indicating preferential changes in DNA methylation at 3 dpi (Fig. 4). At 14 dpi, the pattern is different (preferential towards DNA transposons vs retrotransposons at 3 dpi, in HELITRON and MUTATOR; Fig. 4b,d,f,h) and 86% of TEs overlap with DNA transposons, compared to 74.5% in the Arabidopsis genome (Table S6). 

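The deposited tables list 1 TE per overlapping DMR at 14 dpi, with its family, and superfamilies and classes were assigned from it. Of the 427 TE DMRs with a class, 372 matched class II elements (87.1%, interval 83.6 to 90.0%) and 55 class I elements (12.9%). Among the 169 DMRs that overlapped a TE and a promoter, with or without a gene, 153 matched class II (90.5%, interval 85.2 to 94.1%). Hypomethylated DMRs were 333 of the 372 in class II (89.5%) and 37 of the 55 in class I (67.3%). HELITRON elements were overlapped by 249 of the 428 TE DMRs (58.2%), of which 225 were hypomethylated, and MUTATOR elements by 63 (14.7%), of which 53 were hypomethylated. Among promoter and TE DMRs, 103 matched HELITRON (60.9%) and 24 MUTATOR (14.2%). Of the class I superfamilies, LINE was matched by 16 DMRs, GYPSY by 15, COPIA by 14 and SINE by 10. The paper's reported values in Table S6, in its column headed only TEs, are 86.9% in class II and 57.8% in HELITRON. That heading differs from the set of all TE DMRs used here, and among the TE DMRs that overlap no promoter the shares were 84.9% (219 of 258) and 56.4% (146 of 259). The TE DMRs fell in 414 TE copies of 112 families, and the most frequent family, ATREP3, had 48 DMRs in 48 copies, of which 47 were hypomethylated. No copy held more than 2 DMRs, and 14 copies held 2, which in most of these copies were the same bin called in CHG and in CHH. With a minimum difference of 20 points, the share of class II rose to 91.0% and that of HELITRON to 67.9% of TE DMRs and 76.4% of promoter and TE DMRs. Shares of the elements in the whole genome were not analysed here.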

All these data point to a dynamic and contrasting DNA methylation landscape during infection.

**Fig. 4:**
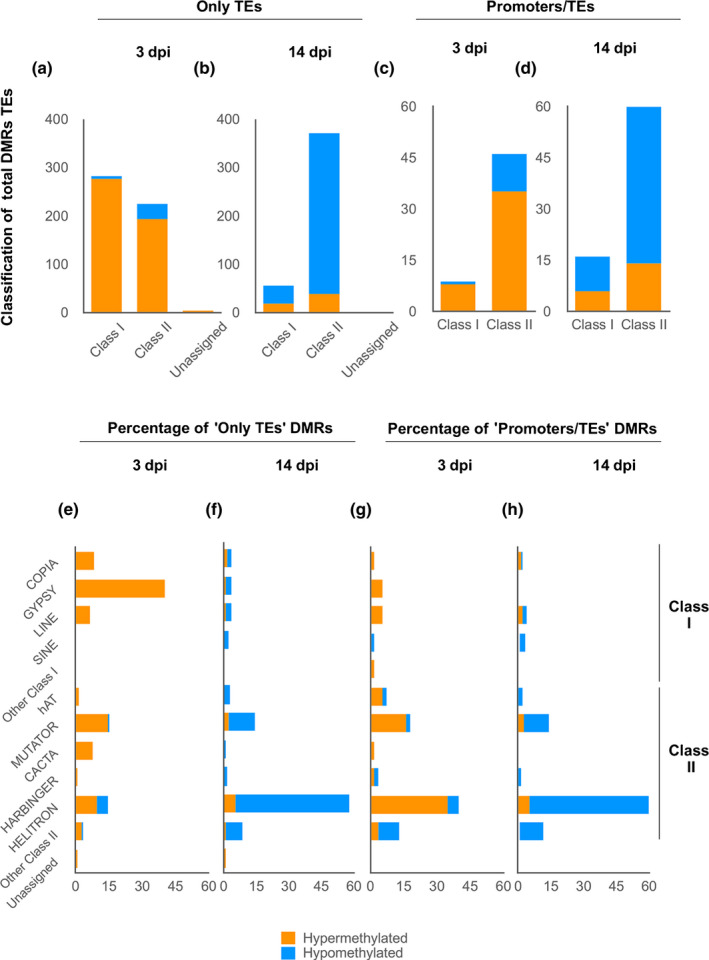
Classification of differentially methylated regions (DMRs; methylation difference > 15%) overlapping transposable elements (TEs). Differentially methylated regions overlapping TEs were classified into those that only overlapped TEs (‘Only TEs’) and those that also overlapped promoters (‘Promoters/TEs’). (a–d) Percentages of DMRs overlapping Only TEs (a, b) and Promoters/TEs (c, d) that map to class I (retrotransposons) and class II (DNA TEs) TEs, at 3 d post‐infection (dpi) (a, c) and 14 dpi (b, d). (e–h) Percentages of DMRs overlapping Only TEs (e, f) and Promoters/TEs (g, h) that map to different transposon superfamilies of class I (COPIA, GYPSY, LINE and SINE; Slotkin & Martienssen, 2007; Buisine *et al*., 2008) and class II (MUTATOR, EnSPm/CACTA, hAT, PIF‐HARBINGER, POGO, Tc‐MARINER and HELITRON; Underwood *et al*., 2017), at 3 dpi (e, g) and 14 dpi (f, h). In all cases, hypermethylation is shown in orange and hypomethylation in blue. Transposons not included in these superfamilies were categorized as ‘other class I’, ‘other class II’ or ‘unassigned’. The inclusion of RathE1_cons and RathE2_cons as a retrotransposon was considered following the work of Buisine *et al*. (2008).

### Functional analysis of the main Arabidopsis DNA methylases and demethylase ROS1 confirm the relevance of methylation dynamics during *Meloidogyne javanica* infection

To confirm a functional role of DNA methylation/demethylation in galls, we performed infection tests in Arabidopsis mutant lines in which methyltransferase and DNA demethylase ROS1 activities were compromised. Infection was performed according to Olmo *et al*. (2017). We found a significant decrease in the infection rates in the DNA methyltransferase mutants (*cmt3*, *drm1/drm2*, *ddc* and *met1*) and in the DNA demethylase *ros1* mutant compared to the Col‐0 wild‐type control (*P* < 0.05; Fig. 5a,b). By contrast, no significant differences were encountered for *cmt2* or *cmt2/cmt3* (Fig. 5c,d). Additionally, the gall diameter in all DNA methyltransferase mutants (except *cmt2* and *cmt2/cmt3*) and ROS1‐glycosylase was significantly smaller than in galls formed in Col‐0 (*P* < 0.05; Fig. 5e). The most noticeable reduction was found in the *met1*‐*3* mutant (147 ± 5.0 μm), followed by *ros1*, as compared with Col‐0 (215 ± 4.9 μm; Fig. 5e).

**Fig. 5:**
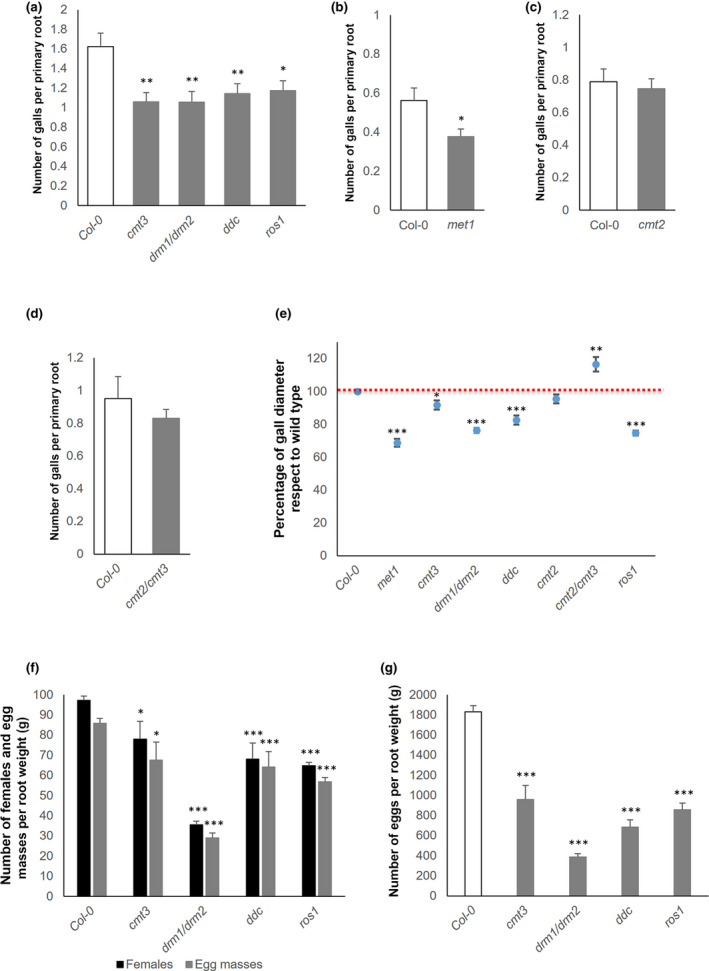
Arabidopsis mutants impaired in methyltransferases and DNA demethylase ROS1 are more resistant to root‐knot nematode infection than control plants. (a–d) Infection tests with *Meloidogyne javanica* showing the number of galls formed in mutant lines (*cmt3*, *drm1/drm2*, *ddc*, *ros1*, *met1*, *cmt2* and *cmt2/3*) per primary root following Olmo *et al*. (2017) compared with the control Col‐0 plants (*n* ≥ 111 plants/line). (e) Gall diameter (blue dots; *n* ≥ 25 galls/line) at 14 d post‐infection relative to that of Col‐0 (the red dotted line indicates the 100% value on the *y*‐axis). (f, g) Nematode reproduction parameters in the mutants relative to Col‐0 in soil (*n* ≥ 7), number of females and number of egg masses per root weight (in grams; f) and total number of eggs per root weight (in grams; g). Asterisks represent significant differences from Col‐0 control values according to Student’s *t*‐test (*, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001). Values are means ± SE.

These results are also consistent with the infection and reproduction parameters for soil‐grown plants, in which all mutants tested showed significant differences (Fig. 5f,g). Hence, reproductive parameters also confirmed the impact of these genes on the ability of nematodes to complete their life cycle (Fig. 5f,g). Interestingly, GCs in all mutants were smaller compared to Col‐0, except for *cmt2* (Fig. 6a–k; Video S1–S8), with marked differences particularly evident in *met1* (*P* < 0.01; Fig. 6b,i; Video S7) and *drm1/drm2* (Fig. 6d,j; Video S8). These results, together with the evidence presented in the previous sections, highlight the crucial role not only of the *de novo* DRM2/1 methylation mediated by sRNAs (RdDM) and direct methylation maintenance (MET1, CMT3), but also of the demethylation mediated by ROS1 activity during *M. javanica* infection, in line with the DNA methylation dynamics observed at early and late infection stages (Figs 1, 2, 3, 4).

**Fig. 6:**
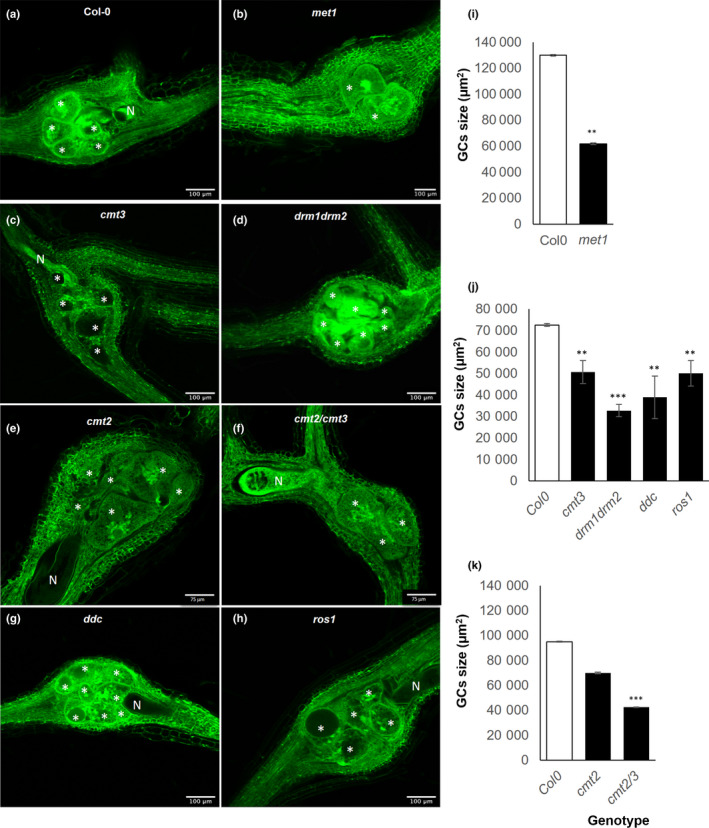
Arabidopsis mutants impaired in methyltransferases and DNA demethylase ROS1 showed altered feeding site development compared to control plants. (a–h) Confocal micrographs of galls formed by *Meloidogyne javanica* in different methylase mutants: *met1* (b), *cmt3* (c), *drm1/drm2* (d), *cmt2* (e), *cmt2/3* (f), *ddc* (g) and *ros1* (h), as compared to Col‐0 (a). (i–k) The average size of the giant cells (GCs) within a gall in *met1* and Col‐0 (i), *cmt3*, *drm1/drm2*, *ddc*, *ros1* and Col‐0 (j) and *cmt2*, *cmt2/3* and Col‐0 (k) (*n* ≥ 4 galls per line; 5 sections per gall). Asterisks represent significant differences in the GC sizes (μm^2^) of *met1*, *cmt3*, *cmt2/3*, *drm1/drm2*, *ddc* and *ros1* compared to Col‐0, according to Student’s *t*‐test (**, *P* < 0.01; ***, *P* < 0.001). Values are means ± SE. Bars: (a–d, g, h) 100 μm; (e, f) 75 μm. N, nematode. GCs are labelled with a white asterisk. Confocal microscopy was performed using a Leica TCS SP8 laser scanning confocal microscope (Leica, Wetzlar, Germany).

### DNA methylation within the early galls is predominant in the giant cells

Galls are pseudo‐organs formed by diverse cell types including GCs, and, in Arabidopsis and *S*. *lycopersicum*, gene expression of the isolated GCs is characterized by widespread gene repression (Barcala *et al*., 2010; Portillo *et al*., 2013). In order to focus on the epigenetic changes that correlate with the timing of general gene repression in GCs (Barcala *et al*., 2010) and may contribute to early gall/GC development, we focused on the 3 dpi stage for further analyses.

To determine the relative contributions of different cell types within galls (i.e. the GCs and surrounding cells) to the global hypermethylation pattern observed in 3 dpi galls, we exploited the technical tractability of tomato (morphology preservation is poor in early galls in Arabidopsis). We chose to analyze the spatial distribution of DNA methylation using immunolocalization of 5‐mC in early tomato galls as they also showed significant global hypermethylation compared to uninfected roots (Fig. 7a). The corrected immunofluorescence signal (see the Materials and Methods section; ‘Immunofluorescence and confocal microscopy’ sub‐section) emitted by GCs, the proliferative cells surrounding the GCs (PLCs), and the nuclei of vascular cylinder cells from the uninfected root segments (VCs) were compared. Significant differences were observed between GCs and VCs, GCs and PLCs, and between PLCs and VCs nuclei (Fig. 7b), and these differences can be distinguished in the representative images shown in Fig. 7(c) (compare panel (c) with (d) and (c′′) with (b′′)). The higher degree of fluorescence observed in GCs compared to PLCs and VCs suggests a predominant contribution of GCs to the general hypermethylation described by ELISA in tomato galls (Fig. 7a). Taken together, both the timing (Fig. 1) and location (Fig. 7), of DNA methylation in galls is consistent with the downregulation of gene expression in early developing GCs.

**Fig. 7:**
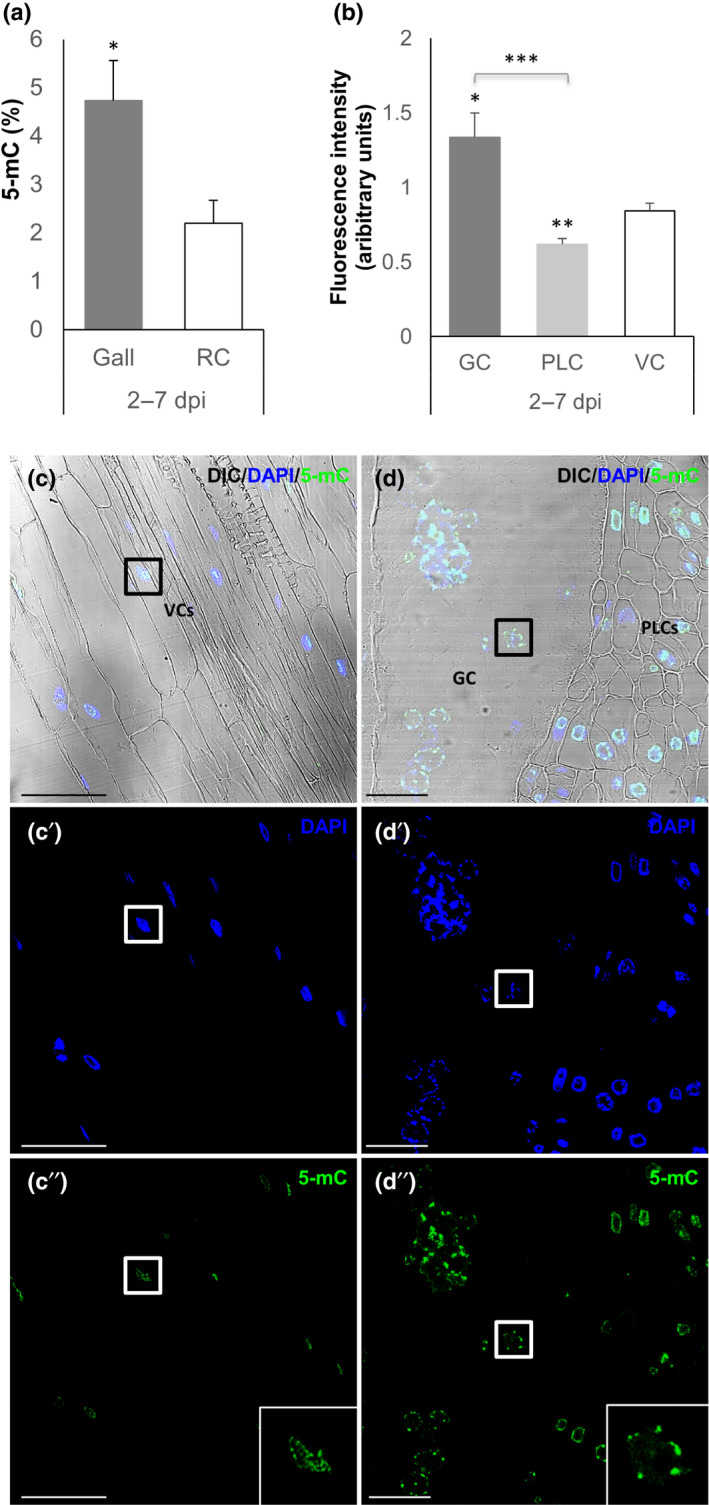
DNA methylation in *Solanum lycopersicum* galls and giant cells (GCs) at early stages of infection (2–7 d post‐infection; dpi). (a) Global 5‐methylcytosine (5‐mC) DNA methylation (in percentage) in galls and uninfected control root segments (RCs), quantified using an ELISA‐based kit (see the Materials and Methods section; ‘Quantification of global 5‐methylcytosine’ sub‐section). (b) Quantification of the 5‐mC immunofluorescence signal calculated for the nuclei of GCs, the proliferative cells (PLCs) formed within the gall and the vascular cylinder cells (VCs) of the RCs. In the histogram, immunofluorescence intensity is shown in arbitrary units, calculated from confocal microscopy maximum projection images (see the Materials and Methods section; ‘Immunofluorescence and confocal microscopy’ sub‐section). Values are means ± SE (‘n’ indicates number of nuclei; GCs, *n* = 43; PLCs, *n* = 57; VCs, *n* = 78). (c–c′′, d–d′′) Representative micrographs of 5‐mC immunofluorescence in control vascular cylinder cells (c, c′ and c′′) and infected roots (d, d′ and d′′); Nomarski's differential interference contrast (DIC) images show the cellular organization of the different tissues (c, d). Confocal micrographs for 4′,6‐diamidino‐2‐phenylindole (DAPI) staining (blue) (c′, d′) and the 5‐mC immunofluorescence signal from the nuclei (green) (c′′, d′′). A giant cell nucleus (right) and vascular cell nucleus (left) are highlighted in each image. In (c) and (d), VCs, PLCs and a GC are also indicated. Bars: (c–c′′) 50 μm; (d–d′′) 25 μm. Asterisks in (a) and (b) indicate significant differences according to Student’s *t*‐test ((a); *n* = 8) or the Kruskal–Wallis nonparametric test followed by Dunn's post hoc test (b) (*, *P* < 0.05; **, *P* < 0.01 and ***, *P* < 0.001). Confocal microscopy was performed using a Leica TCS‐SP5‐AOBS.

### *Meloidogyne javanica* induces chromosome region methylation patterns matching sRNA distribution during early infection

To analyze whether sRNAs may drive the hypermethylation found in early galls, we compared the DMR data with available sRNA‐seq data for equivalent biological samples (3 dpi Arabidopsis‐*M. javanica* galls; Cabrera *et al*., 2016). Interestingly, most of the siRNAs that are exclusively present in galls and not in control roots (eGall‐siRNAs) overlapped with DMRs matching TEs, followed by those targeting DMRs in promoters and genes (Table S4). This indicates a correlation between the differential accumulation of siRNA in galls, particularly those that are gall‐distinctive (eGall; siRNAs only present in galls), and gall DMRs. The predominant eGall‐siRNA size in TEs, promoters and genes was 24‐nt, followed by 22‐nt (Fig. 8a; Table S4), that are usually products of DCL3 and DCL2, respectively. Neither promoters nor genes seem to be regulated by DCL4‐dependent 21‐nt siRNAs (Table S4; Fig. 8a).

**Fig. 8:**
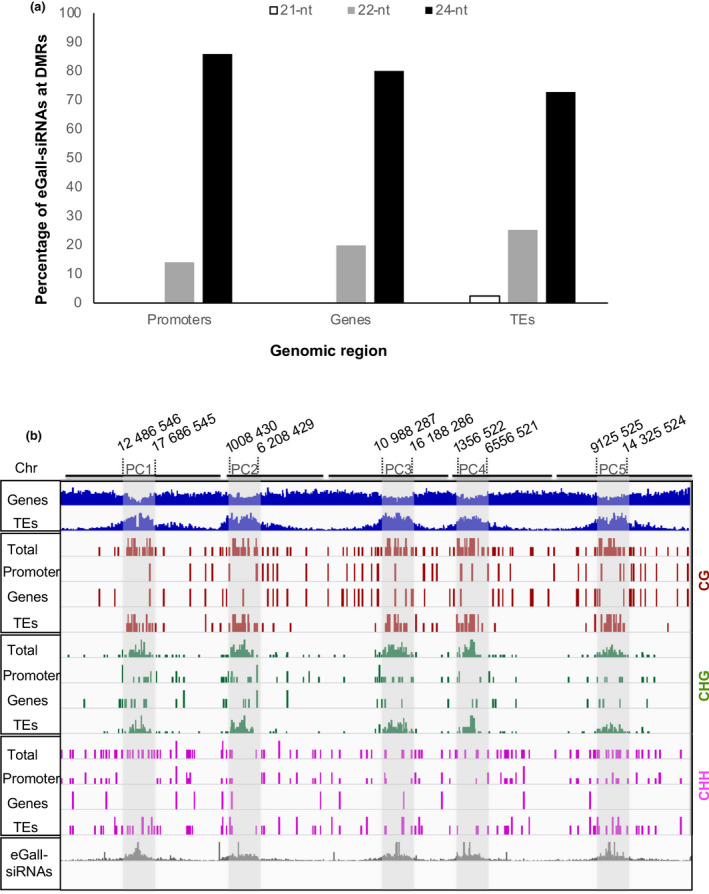
Distribution of differentially methylated regions (DMRs; methylation difference > 15%) and siRNAs overlapping promoters, genes and transposable elements (TEs) along the Arabidopsis chromosomes. (a) Classification of siRNAs exclusive to galls and not present in control roots (eGall‐siRNAs) that match DMRs overlapping promoters, genes and TEs according to nucleotide (nt) length: white, 21‐nt; grey, 22‐nt; black, 24‐nt. (b) The Arabidopsis genome is shown as a continuum of the five chromosomes (Chr). Arabidopsis chromosomes are classified into three regions: centromere (CEN), pericentromeric region (PC) and chromosome arm regions (AR). Pericentromeric regions are defined as regions in which the gene coverage in 1 Mb is ≤ 40%. The DMRs matching genes and TEs according to TAIR10 are shown in blue, and the pericentromeric regions (PCs) are highlighted with light grey bands for the five Arabidopsis chromosomes. The DMRs overlapping promoters, genes and TEs identified in each methylation context are coloured as follows: brown, CG; green, CHG; magenta, CHH. The differentially accumulated eGall‐siRNAs (*P* < 0.05) are shown in grey at the bottom of the figure.

Interestingly, the distribution pattern of eGall‐siRNAs matched the methylation distribution in the CHG and CG contexts along the five chromosomes, was concentrated at PC regions, and correlated with the predominant retrotransposon locations in the Arabidopsis genome (Fig. 8b; Simon *et al*., 2015), also matching the DMR distribution in retrotransposons at 3 dpi (Figs 2, 3, 4). However, those DMRs methylated in the CHH context extend along the chromosomes (Fig. 8b) and match the DMR distribution at promoters in the ARs (Figs 2, 3, 4). Taken together, these data indicate that the accumulation of eGall‐siRNAs in retrotransposons could be related to their DNA hypermethylation profiles, and is clearly in agreement with the finding that several retrotransposon superfamilies which are well‐known targets of the RdDM pathways (i.e. ATCOPIA48 and ATHILA2; Zhang *et al*., 2006), are downregulated at 3 dpi in Arabidopsis galls (Ruiz‐Ferrer *et al*., 2018; Fig. S1a). In addition, in galls at 14 dpi the expression of both retrotransposons significantly increased respect to galls at 3 dpi (Fig. S1b), indicating a dynamic in the repression/activation of major families of retrotransposons. Furthermore, differences in expression between the 3 dpi galls and uninfected tissue were not significant in the *dmr1/2* mutant background (Fig. S1c).

### Impact of gall and giant cell DNA methylation on gene expression at early infection stages

We performed RNA‐seq on 3 dpi galls (Table S3) from the same biological samples as those used for MethylC‐seq to ensure consistent comparisons between methylation patterns and gall transcriptomics, increasing the chances of finding reliable correlations (Silva *et al*., 2019).

The reliability of our RNA‐seq analysis was validated as it was consistent with the findings of a previous analysis of a gall microarray at the same infection stage (3 dpi; Barcala *et al*., 2010) that is, 84.5% of the DEGs in the 3‐dpi gall microarray were common with the RNA‐seq analysis (Fig. S2a). Additionally, a comparison with the DEGs from micro‐dissected GCs (3 dpi; Barcala *et al*., 2010) showed that around half (48.3%) of the total DEGs in GCs are common to both analyses (Fig. S2b), indicating that a high proportion of transcripts from GCs in the total population of gall RNAs were detected by RNA‐seq. The fact that 46% of the characteristic transcripts that peak in different cell‐cycle stages (Menges *et al*., 2002) are DEGs in galls at 3 dpi provides further evidence of the large contribution of the early GC transcripts to the gall RNA‐seq transcriptome. The largest proportion of upregulated genes were characteristic of M phase, followed by G1 phase. Consequently, M phase upregulated transcripts were overrepresented (*χ* ^2^ test with *P* < 0.05), in accordance with the active cell divisions taking place in the early stages of GC differentiation (Table S7).

Differentially expressed genes were classified into categories based on gene ontology using mapman (Usadel *et al*., 2009; Table S8). The category ‘microRNA, natural antisense, etc’ was overrepresented (Fig. S2c; Table S9), and most of these DEGs correspond to natural antisense transcripts. In line with this, 15 out of 16 key genes involved in Arabidopsis methylation pathways (Matzke & Mosher, 2014; Cuerda‐Gil & Slotkin, 2016) were upregulated in the RNA‐seq analysis (e.g. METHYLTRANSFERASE 1 (MET1), CHROMOMETHYLASE 2 and 3 (CMT2 and CMT3, respectively) and DOMAINS REARRANGED METHYLASE 1 (DRM1; Fig. S3)).

To analyze the putative impact of selective gall DNA methylation in gene expression, we identified the gall DEGs and GC DEGs (Barcala *et al*., 2010) within the genes and promoters that overlapped with DMRs (minimum methylation difference 15%; Table S5). Parameters for the cutoff of DEGs in the RNA‐seq were set up at an adjusted *P*‐value < 0.05 (Table S3b) to mimic as much as possible the criteria used in the GC microarray. Of those DMRs overlapping with a gene (102 DMRs; 99 different genes), 23 were DEGs, most of which were differentially methylated in the CG context and hypermethylated (Tables 1, S10). Of these 23 DEGs, 26.1% mapped siRNAs, with a high abundance of eGall‐siRNAs (83.3%), which were either 24‐nt or 22‐nt in length, relative to those that are distinctive of control roots (16.7%; 1; Table S4).

Among the DMRs overlapping gene promoters (100 DMRs; 100 different genes), 33 corresponded to DEGs (Table 2). They were found to be preferentially methylated in the CHH context and were hypermethylated (Tables 2, S10). Interestingly, 19 out of the 33 DMRs matched transposons, and most were DNA‐TEs (class II transposons). Of these 33 DEGs, 24.4% were targeted by siRNAs, with a higher abundance of eGall‐siRNAs (50%) and with equal distributions of those that are 24‐nt and 22‐nt in length (Table S4).

Gene ontology enrichment analysis of the genes in the correlation list (Tables 1, 2), showed that ‘RNA’ and ‘Protein’ were the predominant categories (Fig. S4). Interestingly, in the ‘RNA’ category, the vast majority of the genes encoded transcription factors. Furthermore, there were several genes encoding proteins with basic cellular functions described in other biological systems, such as CHR19, a chromatin remodeler, the replication protein A (RPA2B), and a histone deacetylase (HDT2), among others (Tables 1, 2). Four DEGs in GCs that were not common to the gall RNA‐seq results, also matched DMRs; three were hypermethylated and downregulated (Table 3).

**Table 1:** Genes overlapping differentially methylated regions (DMRs; methylation difference > 15%) and differentially expressed genes (DEGs) in Arabidopsis galls induced by *Meloidogyne javanica* at 3 d post‐infection.

Genomic region	Gene ID	Description	Methylation context	Difference of methylation	Log_2_FC	TE in the same bin	TE Superfamily	Log_2_ GCs
Gene	AT1G66340	ETHYLENE RESPONSE 1 (ETR1)	**CG**	**15**	**−0.32**			
	AT1G73390	Endosomal targeting BRO1‐like domain‐containing protein	**CG**	**36**	**−0.4**			**−2.09**
	AT2G02090	CHROMATIN REMODELING 19 (CHR19)	**CG**	**23**	**−0.42**			
	AT2G20980	MINICHROMOSOME MAINTENANCE 10 (MCM10)	**CG**	**21**	**1.05**			
	AT3G02920	REPLICATION PROTEIN A 2B, RPA2B	**CG**	**−25**	**1.13**			
	AT3G11130	CLATHRIN HEAVY CHAIN 1 (CHC1)	**CG**	**−29**	**−0.32**			
	AT3G20640	Basic helix‐loop‐helix (bHLH) DNA‐binding superfamily protein	**CG**	**−100**	**0.6**			
	AT3G24518	Natural antisense transcript overlaps with AT3G24520	**CG**	**25**	**−1.51**			
	AT3G27610	Nucleotidylyl transferase superfamily protein	**CG**	**−24**	**−0.41**			
	AT3G43600	ALDEHYDE OXIDASE 2 (AAO2)	**CG**	**31**	**0.3**			
	AT3G45240	GEMINIVIRUS REP INTERACTING KINASE 1 (GRIK1)	**CG**	**37**	**0.31**			
	AT3G45840	Cysteine/Histidine‐rich C1 domain family protein	**CG**	**20**	**−1.28**			
	AT3G60415	Phosphoglycerate mutase family protein	CHH	**19**	**5.12**			
	AT4G08400	EXTENSIN 7 (EXT7)	CHG	**16**	**3.22**			
	AT4G14760	Kinase interacting (KIP1‐like) family protein (NETWORKED 1B, NET1B)	**CG**	**24**	**0.53**			
	AT4G29305	LOW‐MOLECULAR‐WEIGHT CYSTEINE‐RICH 25 (LCR25)	CHH	**15**	**7.46**			
	AT4G32410	CELLULOSE SYNTHASE 1 (CESA1)	**CG**	**25**	**−0.34**			
	AT5G02400	POL‐LIKE 2 (PLL2)	**CG**	**17**	**−0.47**			
	AT5G06195	Novel transcribed region	**CG**	**36**	**1.74**			
	AT5G23120	HIGH CHLOROPHYLL FLUORESCENCE 136 (HCF136)	CHG	**−22**	**−1.24**			
	AT5G24670	EMBRYO DEFECTIVE 2820 (EMB2820)	CHH	**−22**	**−0.65**	AT5TE30560	HARBINGER	
	AT5G46290	3‐KETOACYL‐ACYL CARRIER PROTEIN SYNTHASE I (KASI)	**CG**	**20**	**0.41**			**−1.36**
	AT5G62190	DEAD/DEAH box RNA helicase (PRH75)	**CG**	**−16**	**−0.61**			

The methylation context more abundant in the DMRs (CG) is highlighted. The context and difference in methylation and corresponding gene expression (log_2_FC) are indicated, as well as the transposable elements (TEs) and their superfamilies present in the same bin, ID and gene description. Blue indicates DEGs that were found to be ‘GC distinctive’ when compared with the gall DEGs by Barcala *et al*. (2010). Red represents induced (and hypermethylated, compared to uninfected control roots) genes and green represents repressed (and hypomethylated) genes.

**Table 2:** Gene promoters overlapping differentially methylated regions (DMRs; methylation difference > 15%) and differentially expressed genes (DEGs) in Arabidopsis galls induced by *Meloidogyne javanica* at 3 d post‐infection.

Genomic region	Gene ID	Description	Methylation context	Difference of methylation	Log_2_FC	TE in the same bin	TE Superfamily	Log_2_ GCs
Promoter	AT1G27000	GRIP/coiled‐coil protein, putative (DUF1664)	**CHH**	**16**	**−0.27**			
	AT1G30490	PHAVOLUTA (ATHB9)	**CHH**	**21**	**0.6**			
	AT1G44970	PEROXIDASE9 (PRX9)	CG	**20**	**4.13**			
	AT1G51405	Myosin‐like protein	**CHH**	**22**	**1.61**	AT1TE63150	HELITRON	
	AT1G66340	ETHYLENE RESPONSE 1 (ETR1)	**CHH**	**−21**	**−0.32**	AT1TE81245	OTHER CLASS II	
	AT1G66345	MITOCHONDRIAL INTRON SPLICING FACTOR 26 (MISF26)	CG	**15**	**0.56**			
	AT2G01680	Ankyrin repeat family protein	**CHH**	**−19**	**−0.3**	AT2TE01275	SINE	
	AT2G03980	GDSL‐motif esterase/acyltransferase/lipase	**CHH**	**18**	**1.07**	AT2TE05710	HARBINGER	
	AT2G26135	RING FINGER ABA‐RELATED 9 (RFA9)	**CHH**	**22**	**4.71**	AT2TE48010	hAT	
	AT2G31070	TCP DOMAIN PROTEIN 10 (TCP10)	**CHH**	**21**	**−1.72**			
	AT2G39100	RING/U‐box superfamily protein	CG	**−23**	**−0.62**			
	AT2G43290	MULTICOPY SUPPRESSORS OF SNF4 DEFICIENCY IN YEAST 3 (MSS3)	**CHH**	**16**	**1.01**	AT2TE81445	HELITRON	
	AT3G04870	ZETA‐CAROTENE DESATURASE (ZDS)	**CHH**	**17**	**−0.35**	AT3TE05640	HELITRON	
	AT3G22930	CALMODULIN‐LIKE 11 (CML11)	**CHH**	**35**	**2.26**	AT3TE34090	MUTATOR	
	AT3G26210	CYTOCHROME P450, FAMILY 71, SUBFAMILY B, POLYPEPTIDE 23 (CYP71B23)	CHG	**25**	**−0.86**			
	AT3G27030	Transmembrane protein	CG	**16**	**−0.93**			
	AT3G28130	Nodulin MtN21‐like transporter family protein (UMAMIT44)	CHG	**16**	**0.79**	AT3TE43470	MUTATOR	
	AT3G29185	BIOGENESIS FACTOR REQUIRED FOR ATP SYNTHASE 1 (BFA1)	CHG	**28**	**−0.42**	AT3TE46395	LINE	
	AT3G29810	COBRA‐LIKE PROTEIN 2 PRECURSOR (COBL2)	**CHH**	**15**	**1.3**	AT3TE48840	HELITRON	
	AT3G45160	Putative membrane lipoprotein	**CHH**	**22**	**1.22**	AT3TE67015	HELITRON	**−1.72**
	AT3G55310	NAD(P)‐binding Rossmann‐fold superfamily protein	CG	**29**	**−1.97**	AT3TE83365	COPIA	
	AT4G00755	F‐box family protein	**CHH**	**−27**	**−0.88**	AT4TE01700	HELITRON	
	AT4G13110	BSD domain‐containing protein	CG	**18**	**−0.59**			
	AT4G13160	Zein‐binding protein (Protein of unknown function, DUF593)	**CHH**	**20**	**−0.49**	AT4TE33480	HELITRON	
	AT4G25020	D111/G‐patch domain‐containing protein	**CHH**	**−48**	**2.24**			
	AT5G05250	Hypothetical protein	CG	**31**	**−1.09**			
	AT5G06195	Novel transcribed region	CG	**36**	**1.74**			
	AT5G17870	PLASTID‐SPECIFIC 50S RIBOSOMAL PROTEIN 6 (PSRP6)	**CHH**	**16**	**−0.34**			
	AT5G22650	HISTONE DEACETYLASE 2B (HD2B; HDT2)	CG	**27**	**0.43**	AT5TE27225	MUTATOR	
	AT5G24670	EMBRYO DEFECTIVE 2820 (EMB2820)	**CHH**	**−22**	**−0.65**	AT5TE30560	HARBINGER	
	AT5G30495	Fcf2 pre‐rRNA processing protein	**CHH**	**16**	**0.56**	AT5TE41200	HELITRON	
	AT5G46290	3‐KETOACYL‐ACYL CARRIER PROTEIN SYNTHASE I (KASI)	CG	**20**	**0.41**			**−1.36**
	AT5G53060	REGULATOR OF CBF GENE EXPRESSION 3 (RCF3)	**CHH**	**−18**	**0.48**			

The methylation context more abundant in the DMRs (CHH) is highlighted. The context and difference in methylation and corresponding gene expression (log_2_FC) are indicated, as well as the transposable elements (TEs) and their superfamilies present in the same bin, ID and gene description. Blue indicates DEGs that were found to be ‘GC distinctive’ when compared with the gall DEGs by Barcala *et al*. (2010). Red represents induced (and hypermethylated, compared to uninfected control roots) genes and green represents repressed (and hypomethylated) genes.

**Table 3:** Differentially expressed genes (DEGs) of giant cells (GCs; Barcala *et al*., 2010) overlapping differentially methylated regions (DMRs; methylation difference > 15%) described in this study.

Genomic region	Gene ID	Description	Methylation context	Difference of methylation	Log_2_ value for GCs	TE in the same bin	TE Superfamily
Gene	**AT2G05755**	Nucleotide/sugar transporter family protein	**CHH**	**18**	**−2.61**	AT2TE09990	HELITRON
	**AT2G46130**	WRKY DNA‐BINDING PROTEIN 43 (WRKY43)	**CHH**	**−25**	**−0.99**	AT2TE86210	OTHER CLASS II
Promoter	**AT3G45680**	Major facilitator superfamily protein	**CHG**	**25**	**−2.15**	AT3TE67950	SINE
	**AT5G40500**	Hypothetical protein	**CG**	**29**	**−1.35**		

The context and difference in methylation and corresponding gene expression (log_2_FC) are indicated, as well as the transposable elements (TEs) and their superfamilies present in the same bin, ID and gene description. Red represents induced (and hypermethylated, compared to uninfected control roots) genes and green represents repressed (and hypomethylated) genes.

## Discussion

Transcriptomic analyses of Arabidopsis infected with *Meloidogyne* spp. indicated a very high degree of gene repression at early stages of infection, particularly in GCs, that is conserved in tomato (Barcala *et al*., 2010; Portillo *et al*., 2013). These results are in agreement with the finding that, several microRNAs that act by repressing plant genes encoding transcription factors were induced in galls (i.e. miR390/*ARF3*, miR159/*MYB33* and miR172/*TOE1*) at different stages of the RKN infection (Cabrera *et al*., 2016; Medina *et al*., 2017, Díaz‐Manzano *et al*., 2018; respectively). Additionally, retrotransposons from several superfamilies were dramatically repressed in early galls (Ruiz‐Ferrer *et al*., 2018). Moreover, the differential accumulation of sRNAs in early galls, such as rasiRNAs, as compared to control tissues strongly suggests the participation of RdDM pathways during nematode establishment (Cabrera *et al*., 2016; Ruiz‐Ferrer *et al*., 2018). However, no information is available regarding the changes in DNA methylation patterns, their correlation with changes in gene expression and sRNA accumulation, or their functional implications during gall/GC formation by RKNs in dicotyledonous species.

### The relevance of methylation dynamics during *Meloidogyne javanica* infection

*Meloidogyne javanica* induces generalized hypermethylation during early gall development in tomato and Arabidopsis, as assessed here using two independent methods (3 dpi; Figs 1, 7). Several studies reported methylation changes during pathogen attack in plants, such as bacterial infection (Dowen *et al*., 2012; Yu *et al*., 2013), fungal infection (Le *et al*., 2014; López Sánchez *et al*., 2016) and infection by syncytia‐forming nematodes, *Heterodera* spp. (reviewed in Hewezi, 2020). However, this is the first report of gall‐localized hypermethylation during a plant–nematode interaction. By contrast, studies in *Heterodera* spp. and in the RKN *M. graminicola* in monocotyledonous species (rice; Atighi *et al*., 2020) showed general hypomethylation at early and mid stages of infection. Differences in the evolutionary origins of sedentary endo‐parasitism, parasite life cycles, and experimental conditions could explain the observed divergences, or maybe different types of nematodes elicit divergent epigenomic strategies that may also depend on the host plant. Conversely, similarities in the transcriptomic profiles were observed between GCs and crown‐galls formed by *Agrobacterium tumefaciens* (Barcala *et al*., 2010), showing generalized hypermethylation (Gohlke *et al*., 2013) and demonstrating that there are parallels between the response to RKN infection and other plant–pathogen interactions. Together, these findings suggests that different epigenomic strategies are used by different pathogen species during the interaction with their hosts.

However, no global differences in DNA methylation were encountered in medium/late galls relative to the control roots (14 dpi; Fig. 1). The contrast between early and late infection stages suggests a dynamic DNA methylation landscape during the infection. Accordingly, the distribution of differentially methylated regions (DMRs) was markedly different between the infection stages (Figs 2, 3, 4). Most DMRs were hypermethylated at 3 dpi and overlapped TEs, mostly retrotransposons located at pericentromeric regions of the chromosomes with a predominance of the GYPSY superfamily (Figs 2, 3, 4). However, at 14 dpi, most DMRs were hypomethylated and overlapped DNA transposons located at the chromosome arms with a predominance of the HELITRON superfamily (Figs 2, 3, 4). Since there is no overall global change in the amount of 5‐mC‐methylation in 14 dpi galls compared to RCs, these findings strongly suggest active remodeling of the methylation landscape from early establishment to the medium/late stage of infection. Consequently, main methylase and demethylase functions were required for adequate gall and GC formation, as well as for nematode reproduction in Arabidopsis (Figs 5, 6). Thus, mutants of methylases involved in the RdDM pathway (DRM2) and methylation maintenance (CMT3, MET1), and a mutant of DNA demethylase ROS1, showed either reproduction and/or infection parameters, and gall size/GC size severely compromised, but this was not observed in CMT2 during early infection (Figs 5, 6). These results also highlight the crucial and dynamic role of direct maintenance of methylation in the CG (mainly MET1‐mediated), and CHG (mainly CMT3‐mediated) contexts (Pikaard & Scheid, 2014), but perhaps a limited role for CMT2 maintenance of CHH methylation at 3 dpi. In line with this, the decrease in the infection parameters in *drm1/drm2* with respect to the control line does not correspond to the reduction in the reproduction parameters (around 30% and 60–70%, respectively; Fig. 5). This may suggest that the relative contribution of different methylases/demethylases could change over the course of the infection. MET1 is specifically recruited to hemi‐methylated cytosines after DNA replication to methylate the newly synthesized unmethylated strand (Pikaard & Scheid, 2014), which should be essential during early GC formation due to an enhanced S phase as a consequence of repeated mitosis (de Almeida Engler & Gheysen, 2013), in accordance with the overrepresentation of M‐phase‐induced genes observed at 3 dpi in the RNA‐seq analysis (Table S7). The absence of a clear phenotype in *cmt2* galls reinforces the role of the DRM1/2 RdDM pathways during the early stages of *M. javanica* infection, not only in terms of CHG and CG methylation, but perhaps as a relevant mechanism of CHH methylation (Figs 5, 8; Pikaard & Scheid, 2014). This is further supported by the fact that genes encoding proteins involved in *de novo* methylation and maintenance, DNA‐methyltransferases (MET1, CMT2 and CMT3), ARGONAUTE 4 (AGO 4), DRM1, the RNA polymerase PolIV/PolV subunits (NRPD2/NRPE2, NRPD4/NRPE4) and INVOLVED IN DE NOVO 2 (IDN2), among others, were induced in galls at 3 dpi (Fig. S3).

Generalized hypermethylation, particularly in the CHH context, as observed in 3 dpi galls, has been described during somatic embryogenesis in soybean after auxin induction (Ji *et al*., 2019). In accordance with this result, in this study, the greatest differences in methylation between galls and control tissue were observed in the CHH context at 3 dpi (Fig. 1), consistent with previous studies that demonstrate an auxin maxima within early galls (Hutangura *et al*., 1999; Karczmarek *et al*., 2004; Absmanner *et al*., 2013; Cabrera *et al*., 2015; Kyndt *et al*., 2016; Olmo *et al*., 2020). Gall formation is a *de novo* post‐embryonic organogenesis process that shares characteristics with other developmental processes, such as lateral‐root initiation or callus formation, where auxins are the main orchestrating hormones (Olmo *et al*., 2020). The roles of various proteins involved in DNA methylation in the control of auxin biosynthesis and transport were recently described elsewhere (Forgione *et al*., 2019; Mateo‐Bonmatí *et al*., 2019). In this context, late‐developing galls (14 dpi) show low auxin responses (Karczmarek *et al*., 2004), in agreement with the lack of differences in the global methylation observed between galls and uninfected roots at this stage of infection (Fig. 1). Methylation changes observed in early galls might, therefore, be at least partially connected to enhanced auxin signaling pathways, although further research should be performed to clearly elucidate its role.

### DNA methylation within the early galls is predominant in the giant cells, matching sRNA distribution

We detected a selective hypermethylation in GCs using immunofluorescence targeted to 5‐mC, but not in the surrounding cells of the galls, which suggests that the methylation state of GCs makes a key contribution to that of the general gall hypermethylation at 3 dpi (Fig. 7). This constitutes a novel finding that might be related to the dramatic morphological and transcriptomic changes suffered by the plant in order to provide nourishing cells that support nematode development (Escobar *et al*., 2015). Some of these changes are reflected in the RNA‐seq analysis of galls at 3 dpi, where ‘GC‐distinctive’ transcripts defined in Barcala *et al*. (2010) are highly represented (Fig. S2) and M‐phase transcripts are overrepresented (Table S7), as expected from cells that undergo repeated mitosis with partial cytokinesis (reviewed in de Almeida Engler *et al*., 2015). Enhanced methylation due to endoreduplication within the nuclei at 2–7 dpi can be discarded, as mitosis is the predominant mechanism at early stages, but endoreduplication of nuclei starts later in the infection, a process that has only been directly analyzed in 40 dpi Arabidopsis galls (Vieira *et al*., 2014; de Souza *et al*., 2017).

Interestingly, at 3 dpi, 24‐nt siRNAs, the most abundant eGall‐siRNAs, followed by 22‐nt siRNAs, accumulated at DMRs overlapping TEs, promoters and genes, (Fig. 8); DCL3 and DCL2 can produce 24‐nt siRNAs and 22‐nt siRNAs, respectively. DCL3 mediates TGS (24‐nt siRNAs), but DCL2‐dependent siRNAs can mediate PTGS and TGS (22‐nt siRNAs), catalyzed by DRM2/DRM1 (Zheng *et al*., 2007; Naumann *et al*., 2011; Du *et al*., 2015; McCue *et al*., 2015). In accordance with these findings, the double mutant *drm1/2* was severely impaired in nematode infection and gall/GC development (Figs 5, 6). DRM2 catalyzes methylation in all three cytosine contexts (CG, CHG, CHH) in the RdDM pathway (Pikaard & Scheid, 2014). Three d post‐infection eGall‐siRNA accumulation matched DMRs and hypermethylation in the CHG context, followed by the GC context, mainly in TEs at pericentromeric chromosome regions correlating with retrotransposon locations; by contrast, CHH hypermethylation was less frequent, and expanded along the chromosomes, matching predominantly the distribution of DMRs at promoters, as well as DNA transposons (Figs 2, 4, 8; Ruiz‐Ferrer *et al*., 2018). Therefore, the severe phenotype of the galls of the double mutant *drm1/2* confirms the large contribution of the *de novo* RdDM methylation pathway during gall formation, presumably with a major role in CHG and CG *de novo* methylation in retrotransposons. These findings are also in agreement with observations of *Meloidogyne*‐resistant phenotypes resulting from mutations in crucial molecular components of the canonical and noncanonical RdDM pathways, such as DCL2, DCL3, DCL4 or RDR2, RDR6 (Ruiz‐Ferrer *et al*., 2018).

Furthermore, there is a robust correlation between the hypermethylation, the preferential accumulation of eGall‐siRNAs at retrotransposons (particularly of the GYPSY and COPIA superfamilies), and their repression in early galls (Figs 3, 4, 8, S1; Ruiz‐Ferrer *et al*., 2018). By contrast, in galls at 14 dpi the expression of retrotransposons ATCOPIA48 and ATHILA2 significantly increased with respect to galls at 3 dpi, indicating that the repression/activation of major families of retrotransposons is dynamic during the infection and correlates with the changes in the global methylation status of galls, as the general hypermethylation described at 3 dpi disappeared at 14 dpi (Fig. 1). Moreover, it also matched the high number of hypermethylated DMRs in the COPIA and GYPSY retrotransposon families at 3 dpi (Fig. 4e), and the low number of hypermethylated DMRs in the same retrotransposons at 14 dpi (Fig. 4b,f). These results strongly suggest that this could be a strategy in the early developing GCs for the stabilization of TEs. Furthermore, the repression of ATCOPIA48 and ATHILA2 observed in Col‐0 galls at 3 dpi was nearly abolished in the *drm1/2* mutant background (Fig. S1), suggesting the participation of those methylases in the regulation of retrotransposons in galls. Silencing and stabilization of transposons are typical of plant egg cells and embryos, with the aim of increasing genome integrity in the offspring (Feng *et al*., 2010). RdDM is also active during embryogenesis, with increased CHH methylation in the endosperm and young embryo (Chow *et al*., 2020). However, in Arabidopsis, TE silencing in the developing embryo is also assisted by endosperm‐derived 24‐nt sRNAs (Bouyer *et al*., 2017). Like GCs within the galls, rapidly differentiating cells from the columella within the root meristem exhibit hypermethylated TEs and an increased abundance of transcripts encoding RdDM pathway components (Fig. S3; Kawakatsu *et al*., 2016; Ruiz‐Ferrer *et al*., 2018). Thus, TE stabilization driven by RdDM could be relevant in the differentiation process that leads to gall/GC formation at early stages, where a reprogramming of gene expression occurs, while successive mitosis takes place predominantly in the GCs (de Almeida Engler & Gheysen, 2013; Table S7), consistent with the distinctive hypermethylation observed in GCs but not in the surrounding cells (Fig. 7). By contrast, in Arabidopsis plants infected with the cyst nematode *Heterodera shachtii*, a widespread hypomethylation was predominant and some hypermethylated regions were not clearly associated with siRNA abundance (Hewezi *et al*., 2017; Hewezi, 2020). Additionally, a majority of TEs, particularly DNA‐TEs, were induced, as observed under other environmental stresses (Piya *et al*., 2017). Therefore, the epigenomic changes observed in early‐galls seem to be more strongly related to post‐embryogenic developmental processes that require rapid cell proliferation and differentiation than to those typical of defense responses in other plant–pathogen interactions.

However, we should not forget the contribution of the PTGS pathway, which is consistent with the overrepresentation of the ‘microRNA, natural antisense’ DEG categories in the mapman data for galls at 3 dpi (Fig. S2) and with the defined role of several microRNAs during gall formation (i.e. miR172/TOE, miR390/ARF3, miR159/MYB33) (reviewed in Cabrera *et al*., 2018b; Jaubert‐Possamai *et al*., 2019). Thus, RKNs use several strategies at the transcriptional and post‐transcriptional level to reprogram their host plant cells.

Additionally, 52 DEGs identified in the transcriptomic analysis at 3 dpi correlated with DMRs overlapping genes and promoters, a low number compared to the total number of DEGs (Tables 1, 2), a tendency also described by other authors (Rambani *et al*., 2015; Hewezi *et al*., 2017), while in other *Meloidogyne*–monocotyledonous species studies no correlation was obtained at 3 dpi (Atighi *et al*., 2020). Most of those genes encode proteins that participate in critical basic cell functions that could be also crucial for gall/GC development, such as those regulating transcription or those involved in plant developmental processes or functions related to epigenetic pathways; for example, HISTONE DEACETYLASE 2B (HDT2) was shown to be upregulated and functional during callus formation from leaf explants (Lee *et al*., 2016; Tables 1, 2). HDTs interact with MET1 to silence transposons, regulating DNA methylation (Liu *et al*., 2012). Nevertheless, a direct relationship between DNA hypermethylation and repression, or *vice‐versa*, was not observed for all genes. Methylation at promoter regions is usually associated with gene silencing (To *et al*., 2015), but it can also be associated with gene activation as it could favor the binding of transcriptional activators or prevent the binding of transcriptional repressors (Zhang *et al*., 2018; Smith *et al*., 2020). Therefore, to assign the methylation state of a promoter/gene to its transcriptional pattern is a complex matter. Interestingly, most of the DEG promoters at 3 dpi were methylated in the CHH context, where DRM1/2‐mediated methylation seems to be the most prominent driving mechanism, and is probably mediated by the accumulated 24/22‐nt eGall‐siRNAs, as the contribution of CMT2 is quite limited, judging by the lack of phenotype in galls in mutant plants (Figs 5, 6, 8).

In conclusion, we have shown that galls formed by *M. javanica* in Arabidopsis and tomato are characterized by generalized hypermethylation at early stages, to which GCs are the main contributors with respect to other cell types within the gall. The lack of differences in global methylation between medium/late galls and RCs, as well as the remarkably different locations of DMRs between the two infection stages under study here, strongly suggest a dynamic remodeling of the epigenetic landscape in terms of DNA methylation during infection. Functional assays with Arabidopsis mutant lines point to the dynamic participation of methylases and demethylases during early–medium/late infection. Moreover, DNA methylation patterns and the accumulation of eGall‐siRNAs, as well as the retrotransposon repression described in early galls (3 dpi; Ruiz‐Ferrer *et al*., 2018), are likely regulated by DNA methylation and mediated by DRM2/1 via RdDM pathways and by maintenance methylases (CMT3, MET1). This process may contribute to the TE stability and therefore genome integrity that should be required for the dramatic reprogramming processes accompanying cell differentiation, which are concurrent with repeated mitosis during GC formation. Interestingly, most of the DEGs matching DMRs overlapping promoters or genes encode proteins that participate in critical basic cell functions which seem pertinent to GC and gall development. Further research with loss of function mutants for these genes will shed some light on their putative roles during gall formation.

## Author contributions

ACS and VR‐F performed most of the experiments, data collection, and *in silico* analysis of genomic and transcriptomic data, and participated in the interpretation of the results, as well as in the writing of the manuscript. CP, SYM and SEvdA performed and guided ACS in the *in silico* analysis of genomic and transcriptomic data. MFA, AM‐G, AG‐R and PA‐U performed some of the experiments. PST and EB participated in and guided some of the experiments. CF and SEvdA participated in the writing of the manuscript and interpretation of the results. CE planned, designed, and guided most of the research and participated in the interpretation of the results and in the writing of the manuscript. ACS and VR‐F contributed equally to this work.

## Supporting information

**Fig. S1** Expression of class I transposon elements (retrotransposons) and validation of MethylC‐sequencing (MethylC‐seq) for selected differentially methylated regions at 3 d post‐infection.
**Fig. S2** Differentially expressed genes in Arabidopsis galls/giant cells at 3 d post‐infection (dpi) with *Meloidogyne javanica*, according to RNA‐sequencing (RNA‐seq) and microarray analyses.
**Fig. S3** Expression levels of differentially expressed genes in galls at 3 d post‐infection (RNA‐seq) involved in several epigenetic processes.
**Fig. S4** Gene ontology of differentially expressed genes (RNA‐seq) overlapping differentially methylated regions in galls at 3 d post‐ infection.
**Methods S1** Detailed description of extended methods. Click here for additional data file.

**Table S1** List of primers and Arabidopsis mutants used in this study. Click here for additional data file.

**Table S2** Summary of general data from MethylC‐seq and processing, for galls induced by *Meloidogyne javanica* and controls at 3 d post‐infection (dpi) and 14 dpi. Click here for additional data file.

**Table S3** Summary of general data from RNA‐seq and processing, for galls induced by *Meloidogyne javanica* and controls at 3 d post‐infection. Click here for additional data file.

**Table S4** Percentages and numbers of unique siRNAs matching genes, promoters and transposable elements (TEs) identified in DMRs (methylation difference > 15%) in galls at 3 d post‐infection. Click here for additional data file.

**Table S5** Table of general DMRs at 3 d post‐infection (dpi) and 14 dpi. Click here for additional data file.

**Table S6** Percentage of TEs described in the Arabidopsis genome (TAIR10) and DMRs (methylation difference > 15%) matching TEs in Arabidopsis galls induced by *Meloidogyne javanica* (3 d post‐infection (dpi) and 14 dpi). Click here for additional data file.

**Table S7** Total numbers and percentages of DEGs in galls formed by *Meloidogyne javanica* in Arabidopsis at 3 d post‐infection common with genes involved in different phases of the cell division cycle. Click here for additional data file.

**Table S8** Differentially expressed genes classified according to categories represented in mapman. Click here for additional data file.

**Table S9** Differentially expressed genes represented in the mapman category ‘microRNAs, natural antisense etc’, in galls at 3 d post‐infection. Click here for additional data file.

**Table S10** Genes and promoters that overlapped a DMR (methylation difference > 15%) and were differentially expressed in galls at 3 d post‐infection (adjusted *P*‐value < 0.05). Click here for additional data file.

**Video S1** Col0 gall at 14 dpi. Click here for additional data file.

**Video S2** *ddc* gall at 14 dpi. Click here for additional data file.

**Video S3** *cmt2* gall at 14 dpi. Click here for additional data file.

**Video S4** *cmt3* gall at 14 dpi. Click here for additional data file.

**Video S5** *cmt2‐cmt3* gall at 14 dpi. Click here for additional data file.

**Video S6** *ros1* gall at 14 dpi. Click here for additional data file.

**Video S7** *met1* gall at 14 dpi. Click here for additional data file.

**Video S8** *drm1/2* gall at 14 dpi.
Please note: Wiley Blackwell are not responsible for the content or functionality of any Supporting Information supplied by the authors. Any queries (other than missing material) should be directed to the *New Phytologist* Central Office. Click here for additional data file.

## Data Availability

Data openly available in a public repository that does not issue DOIs. The data that support the findings of this study are openly available in GEO at https://www.ncbi.nlm.nih.gov/geo/, under reference nos. GSE155171, GSE155853 and GSE156025.

# Supplementary material for: The DNA methylation landscape of the root‐knot nematode‐induced pseudo‐organ, the gall, in Arabidopsis, is dynamic, contrasting over time, and critically important for successful parasitism
**Source:** New Phytol. 2022 Sep 2;236(5):1888–907. doi: 10.1111/nph.18395
**Supplement:** Supplementary file 1 — Fig. S1 Expression of class I transposon elements (retrotransposons) and validation of MethylC‐sequencing (MethylC‐seq) for selected differentially methylated regions at 3 d post‐infection. Fig. S2 Differentially expressed genes in Arabidopsis galls/giant cells at 3 d post‐infection (dpi) with Meloidogyne javanica, according to RNA‐sequencing (RNA‐seq) and microarray analyses. Fig. S3 Expression levels of differentially expressed genes in galls at 3 d post‐infection (RNA‐seq) involved in several epigenetic processes. Fig. S4 Gene ontology of differentially expressed genes (RNA‐seq) overlapping differentially methylated regions in galls at 3 d post‐ infection. Methods S1 Detailed description of extended methods.

## New Phytologist Supporting Information

**Article title:** The DNA-methylation landscape of the root-knot nematode-induced pseudo-organ, the gall, in *Arabidopsis*, is dynamic, contrasting over time, and critically important for successful parasitism

**Authors:** Ana Cláudia Silva, Virginia Ruiz-Ferrer, Sebastian Y. Müller, Clement Pellegrin, Patricia Abril, Ángela Martínez-Gómez, Almudena Gómez-Rojas, Eduardo Berenguer, Pilar S. Testillano, Maria Fe Andrés, Carmen Fenoll, Sebastian Eves-van den Akker and Carolina Escobar

**Article acceptance date:** 1 July 2022

### Supplementary Figures

#### **Figure S1 - Expression of Class I Transposon elements (retrotransposons) and validation of MethylC-seq on selected DMRs at 3 d post-infection (dpi; Methods**

**S1).** (a) Relative expression levels by quantitative polymerase chain reaction (qPCR) of *ATHILA2* and *ATCOPIA48*, representatives of retrotransposon superfamilies in Col-0 galls *versus* Col-0 uninfected control roots, at 3 d post-infection (3 dpi), (b) in Col-0 galls at 14 dpi *versus* galls at 3 dpi and (c) in 3 dpi galls *versus* uninfected control roots from the *drm1/2* *Arabidopsis* background. Three independent biological replicates, with three technical replicates each were performed and normalized to Glyceraldehyde-3-Phosphate Dehydrogenase (GADPH; Ruiz-Ferrer *et al.*, 2018). Differences from control values were significant at  $*P < 0.05$ ,  $**P < 0.01$ , and  $***P < 0.001$  (two-tailed *t*-test). Values are means  $\pm$  SE. (d) Validation of MethylC-seq on selected DMRs, at 3 dpi. All DMRs described in this table are classified by chromosome, start and end position on *Arabidopsis* genome, q-value and percentage of Methylation difference, identification number and TE/Gene description according to Araport11 (06/2016). The values of the % of methylation differences of galls respect to the uninfected roots from the analysis performed in this study (meth.diff) and the independent validation performed (meth.diff, validation) are indicated, as well as their corresponding corrected *P*-values (qvalue; qvalue, validation). MethylC-seq IGV visualization of the methylation patterns from three independent biological replicates of uninfected control roots and galls used in this analysis (RC1-RC3, Gall1-Gall3; black; Material and Methods), and three independent replicates from uninfected control roots and galls used for validation (RC4-6, Gall4-

Gall6; grey; Methods S1), at CHG context, of three representative DMRs (d), AT2TE18860, AT4TE19135 and AT4TE64180 are shown.

**Figure S2 – Differentially Expressed Genes (DEGs) in Arabidopsis galls/GCs at 3 d post-infection (dpi) formed by *Meloidogyne javanica* by RNA-seq and microarrays.** Number of galls DEGs at 3 dpi (RNA-seq) overlapping the DEGs (microarrays) from 3 dpi galls described in Barcala *et al.* (2010; a) and those overlapping the transcriptome of 3 dpi micro-dissected giant cells DEGs in Barcala *et al.* (2010; b). Classification of DEGs in RNA-seq (**Table S3**) in different categories of MAPMAN (version 3.6.0RC1; Usadel *et al.*, 2009; c). Overrepresented categories are indicated by an asterisk (\*) and were obtained using a Wilcoxon Rank Sum Test (Wilcoxon, 1945) and a Benjamini Hochberg (Benjamini & Hochberg, 1995;  $P < 0.05$ ). The category ‘metabolism’ included: secondary metabolism, amino acid metabolism, major CHO metabolism, minor CHO metabolism, glycolysis, fermentation, Opp, TCA/org. transformation, lipid metabolism, N-metabolism, polyamide metabolism, nucleotide metabolism and C1-metabolism as described in Barcala *et al.* (2010). The Venn diagrams were obtained using VENNY 2.1 (<https://bioinfogp.cnb.csic.es/tools/venny/>). Red represents induced and green represents repressed genes respect to the control uninfected roots.

**Figure S3 – Expression levels of Differentially Expressed Genes in galls at 3 d post-infection (RNA-seq) involved in several epigenetic processes.** The genes described for the non-canonical RdDM pathway by Cuerda-Gil & Slotkin (2016) and the list of components listed in Matzke & Mosher (2014) were considered for the comparison. DRM1 was added as it was not originally described in those studies. X-axis, Log<sub>2</sub> of the fold change; and y-axis, abbreviations of genes described in the references previously mentioned. Red represents induced and green represents repressed genes respect to the control uninfected roots.

**Figure S4 – Gene Ontology of Differentially Expressed Genes (RNAseq; DEGs) in galls at 3 d post-infection overlapping Differentially Methylated Regions (DMRs).** Number of DMRs (genes and promoters) that overlap with DEGs (up- and downregulated, red and green, respectively) classified in different categories following MAPMAN. The DEGs were considered with an adjusted  $P$ -value cutoff of 0.05. The

represented categories were obtained using a Wilcoxon Rank Sum Test not corrected and no overrepresented categories for a  $P < 0.05$  were obtained. Red represents induced and green represents repressed genes respect to the control uninfected roots.

**Methods S1.** Detailed description of extended methods.

**Supplementary videos (see separate files)**

**Video 1: Col-0 Gall 14 dpi**

**Video 2: *ddc* Gall 14 dpi**

**Video 3: *cmt2* Gall 14 dpi**

**Video 4: *cmt3* Gall 14 dpi**

**Video 5: *cmt2-cmt3* Gall 14 dpi**

**Video 6: *ros1* Gall 14 dpi**

**Video 7: *met1* Gall 14 dpi**

**Video 8: *drm1/2* Gall 14 dpi**

**Supplementary Tables (see separate files)**

**Table S1** – List of primers used on this study for mutant genotyping and Arabidopsis mutants used for functional studies with their corresponding SALK numbers and reference information.

**Table S2** – Summary of general data for MethylC-sequencing and processing of galls (three replicates: G1, G2 and G3) induced by *Meloidogyne javanica* and controls (three replicates: RC1, RC2 and RC3) at 3 d post-infection (dpi; a) and at 14 dpi (b). The bisulfite conversion efficiency was calculated using both the chloroplast and the non-methylated  $\lambda$  phage DNA, added to the libraries before sequencing. Number of methylated and unmethylated cytosines by chromosome (Chr), chloroplast and mitochondria and by methylation context (CG, CHG and CHH) at 3 dpi (c) and at 14 dpi (d). Material and Methods on library preparation are detailed in the sheet “Methods”.

**Table S3** – Summary of general data for RNA-sequencing processing of galls (three replicates: G1, G2 and G3) induced by *Meloidogyne javanica* and controls (three replicates: RC1, RC2 and RC3) at 3 d post-infection. Material and Methods on library preparation are detailed in the sheet “info-methods”. Differentially Expressed Genes

(DEGs), (a) List of DEGs,  $|\log_2\text{-fold change}| > 0.5$  and adjusted  $P$ -value  $< 0.01$  (b) List of DEGs with adjusted  $P$ -value  $< 0.05$ .

**Table S4** – Percentage (a) and number (b) of unique small interfering RNAs (siRNAs) matching genes, promoters and TEs identified in Differentially Methylated Regions (DMRs; methylation difference  $> 15\%$ ) at 3 d post-infection galls. Summary tables with percentages of DMRs based on different classifications (overlapping TEs, overlapping promoters, overlapping promoters/TEs; overlapping promoters/no TEs) are also shown. siRNAs exclusive of Galls (eGall; 21, 22 and 24-nt long), RC (eRC) and present in both (eboth). A similar analysis was performed for Final Genes and Final Promoters defined as those overlapping a Differentially Methylated Region and differentially expressed (adjusted  $P$ -value  $< 0.05$ ; **Table S3b**). NA – not available.

**Table S5** – Table of general Differentially Methylated Regions (DMRs) at 3 d post-infection (dpi; a) and 14 dpi (b). All the DMRs with  $q$ -value  $< 0.05$  identified in this study are classified by chromosome, methylation context, methylation difference of galls *versus* control, start and end position,  $P$ - and  $q$ -values and the genomic regions (genes, promoters and transposable elements or TEs). Galls (three replicates: G1, G2 and G3) induced by *Meloidogyne javanica* and controls (three replicates: RC1, RC2 and RC3). numCs – number of cytosines in the corresponding replicate; numTs – number of thymines in the corresponding replicate. NA – not available.

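Each entry of the table is 1 bin of 200 bp in 1 context. The columns of cytosines and thymines count the calls read as methylated and unmethylated in each library, and the percentage of a library is the methylated share of its calls. The difference of methylation is computed from calls pooled over the libraries of a group, so a more deeply sequenced library weighs more in it, and a positive value means higher methylation in galls. Recomputed from the deposited 14 dpi calls, these pooled differences ranged from 15.1 to 39.1 percentage points in size in the CG context.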

**Table S6** – Percentage of Transposable Elements (TEs) described in the *Arabidopsis thaliana* genome (TAIR10) and Differentially Methylated Regions (DMRs; methylation difference  $> 15\%$ ) matching TEs in Arabidopsis galls induced by *Meloidogyne javanica* (3 and 14 d post-infection) classified in Class I (retrotransposons that function via intermediate RNAs and reverse transcriptase), Class II (DNA-TEs that function via a DNA intermediate and transposase) and different TEs superfamilies. Classification as “Only TEs” and “Promoters/ TEs” are included.

**Table S7** – Total number and percentages of Differentially Expressed Genes in galls formed by *Meloidogyne javanica* in *Arabidopsis thaliana* at 3 d post-infection, common with genes showing significant fluctuations with a peak in expression during different phases of the cell division cycle (S, G2, M, G1) accordingly to Menges *et al.*

(2002).

**Table S8** – Differentially Expressed Genes (DEGs) classified by categories represented in MAPMAN. Number of up- and downregulated genes at 3 d post-infection in each category. The categories in red were included in ‘Metabolism’. 7395 DEGs out of 7458 were mapped in the 36 main categories, including the highest number in non-assigned.

**Table S9** – Differentially Expressed Genes represented in the MAPMAN category ‘microRNAs, natural antisense etc’, in galls at 3 d post-infection.

**Table S10** – Genes and promoters that overlapped a Differentially Methylated Region (DMR; methylation difference >15%) and were differentially expressed in galls at 3 days post infection (adjusted  $P$ -value < 0.05). In red are marked the loci that showed significant methylation differences in both genes and promoters. Galls (three replicates: G1, G2 and G3) induced by *Meloidogyne javanica* and controls (three replicates: RC1, RC2 and RC3). numCs – number of cytosines in the corresponding replicate; numTs – number of thymines in the corresponding replicate. NA – not available.

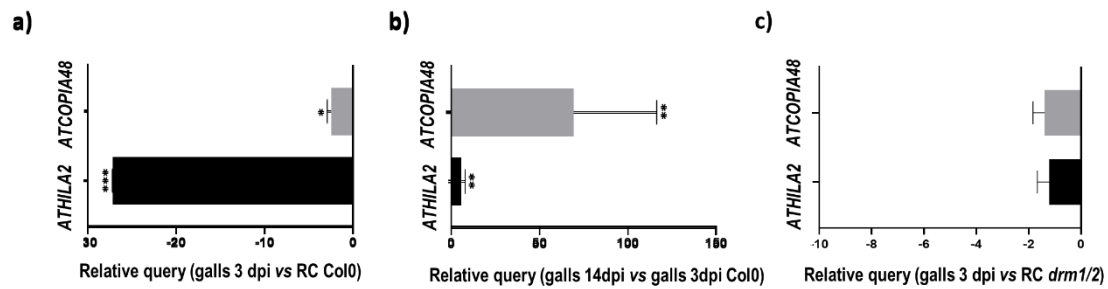

d)

| ID         | Chr | start    | end      | qvalue     | meth.diff  | qvalue<br>(validation) | meth.diff<br>(validation) | TE/Gene    |
|------------|-----|----------|----------|------------|------------|------------------------|---------------------------|------------|
| AT2TE18860 | 2   | 4504201  | 4504400  | 8.51E-06   | 17.4179298 | 0.00042907             | 9.52163648                | LTR/Gypsy  |
| AT2TE20815 | 2   | 5061201  | 5061400  | 0.01040008 | 17.2264808 | 0.01701927             | 8.37955574                | LINE/L1    |
| AT2TE10955 | 2   | 2381001  | 2381200  | 0.03904381 | 10.7208916 | 0.04359096             | 9.25870077                | LTR/Gypsy  |
| AT3TE40420 | 3   | 9695801  | 9696000  | 0.0260167  | 10.2802255 | 4.31E-07               | 10.3371955                | LTR/Copia  |
| AT4TE64180 | 4   | 13627201 | 13627400 | 4.18E-06   | 8.7241043  | 0.00042907             | 10.4831595                | LTR/Copia  |
| AT4TE19135 | 4   | 4561801  | 4562000  | 0.00352485 | 17.5406108 | 0.02465635             | 11.8986979                | DNA/En-Spm |
| AT2G13150  | 2   | 5437201  | 5437400  | 0.03521666 | 21.859114  | 0.02336977             | 9.46234986                | bZIP TF    |

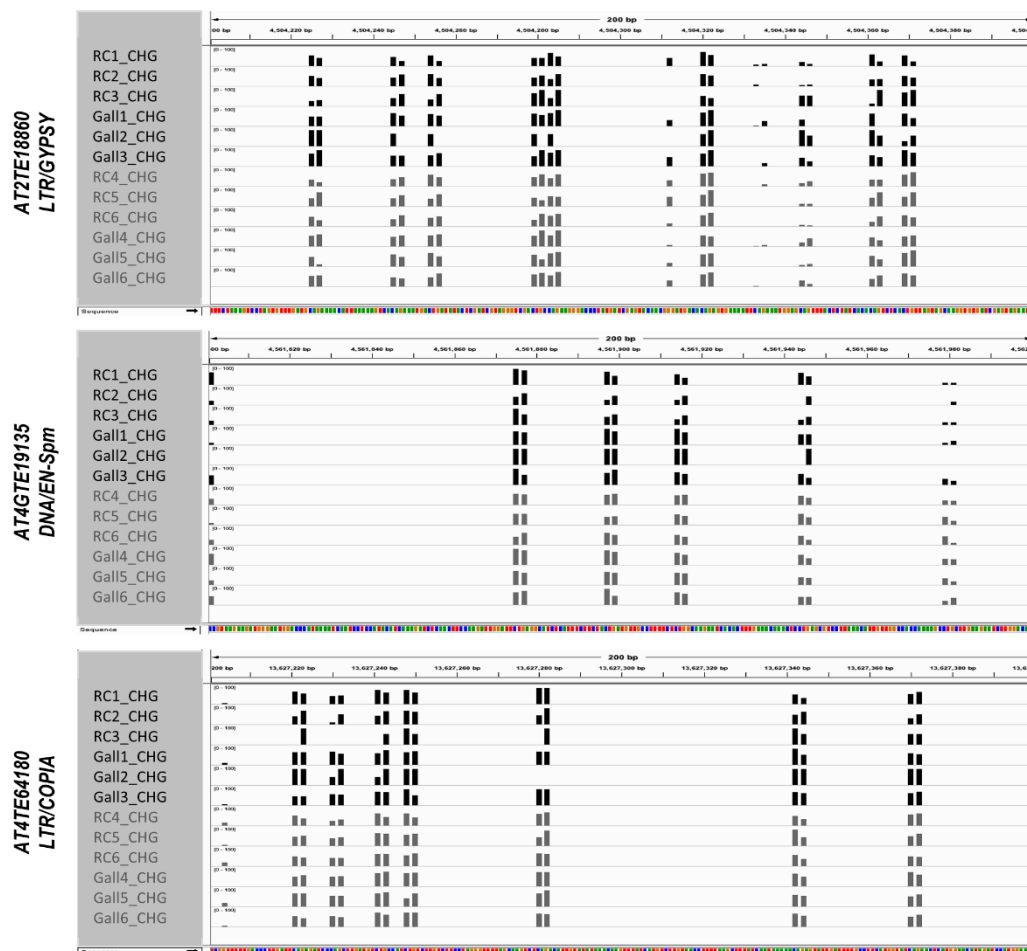

**Figure S1 - Expression of Class I Transposon elements (retrotransposons) and validation of MethylC-seq on selected DMRs at 3 d post-infection (dpi; Methods S1).** (a) Relative expression levels by quantitative polymerase chain reaction (qPCR) of

ATHILA2 and ATCOPIA48, representatives of retrotransposon superfamilies in Col-0 galls *versus* Col-0 uninfected control roots, at 3 d post-infection (3 dpi), (b) in Col-0 galls at 14 dpi *versus* galls at 3 dpi and (c) in 3 dpi galls *versus* uninfected control roots from the *drm1/2* Arabidopsis background. Three independent biological replicates, with three technical replicates each were performed and normalized to Glyceraldehyde-3-Phosphate Dehydrogenase (GADPH; Ruiz-Ferrer *et al.*, 2018). Differences from control values were significant at  $*P < 0.05$ ,  $**P < 0.01$ , and  $***P < 0.001$  (two-tailed *t*-test). Values are means  $\pm$  SE. (d) Validation of MethylC-seq on selected DMRs, at 3 dpi. All DMRs described in this table are classified by chromosome, start and end position on Arabidopsis genome, q-value and percentage of Methylation difference, identification number and TE/Gene description according to Araport11 (06/2016). The values of the % of methylation differences of galls respect to the uninfected roots from the analysis performed in this study (meth.diff) and the independent validation performed (meth.diff, validation) are indicated, as well as their corresponding corrected *P*-values (qvalue; qvalue, validation). MethylC-seq IGV visualization of the methylation patterns from three independent biological replicates of uninfected control roots and galls used in this analysis (RC1-RC3, Gall1-Gall3; black; Material and methods), and three independent replicates from uninfected control roots and galls used for validation (RC4-6, Gall4-Gall6; grey; Methods S1), at CHG context, of three representative DMRs (d), AT2TE18860, AT4TE19135 and AT4TE64180 are shown.

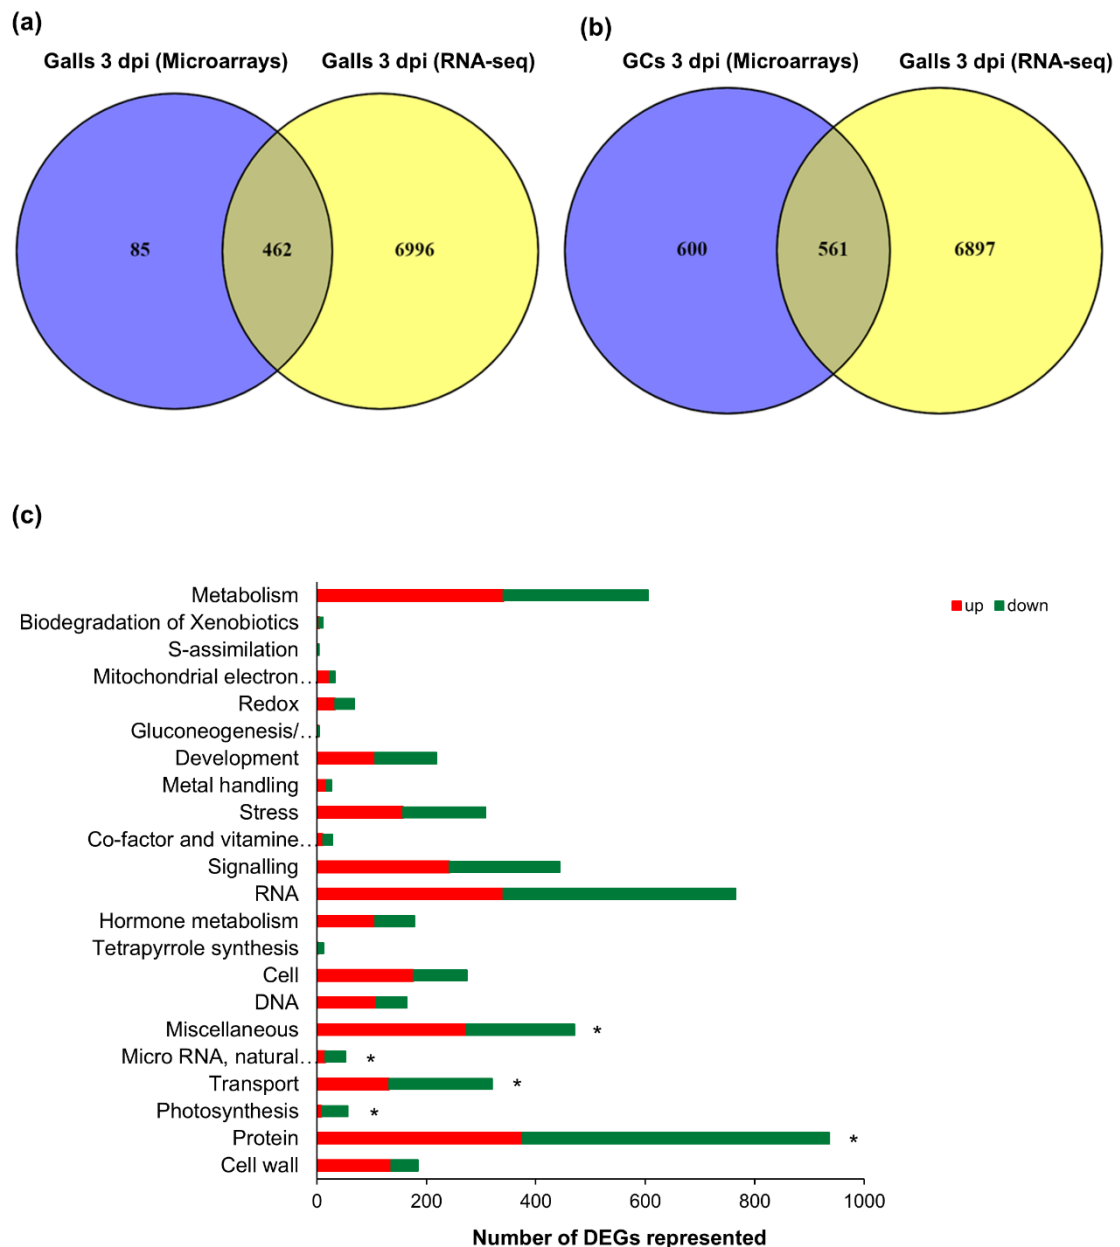

**Figure S2 – Differentially Expressed Genes (DEGs) in Arabidopsis galls/GCs at 3 d post-infection (dpi) formed by *Meloidogyne javanica* by RNA-seq and microarrays.** Number of galls DEGs at 3 dpi (RNA-seq) overlapping the DEGs (microarrays) from 3 dpi galls described in Barcala *et al.* (2010; a) and those overlapping the transcriptome of 3 dpi micro-dissected giant cells DEGs in Barcala *et al.* (2010; b). Classification of DEGs in RNA-seq (**Table S3**) in different categories of MAPMAN (version 3.6.0RC1; Usadel *et al.*, 2009; c). Overrepresented categories are indicated by an asterisk (\*) and were obtained using a Wilcoxon Rank Sum Test (Wilcoxon, 1945) and a Benjamini Hochberg (Benjamini & Hochberg, 1995;  $P < 0.05$ ). The category

‘metabolism’ included: secondary metabolism, amino acid metabolism, major CHO metabolism, minor CHO metabolism, glycolysis, fermentation, Opp, TCA/org. transformation, lipid metabolism, N-metabolism, polyamide metabolism, nucleotide metabolism and C1-metabolism as described in Barcala *et al.* (2010). The Venn diagrams were obtained using VENNY 2.1 (<https://bioinfogp.cnb.csic.es/tools/venny/>). Red represents induced and green represents repressed genes respect to the control uninfected roots.

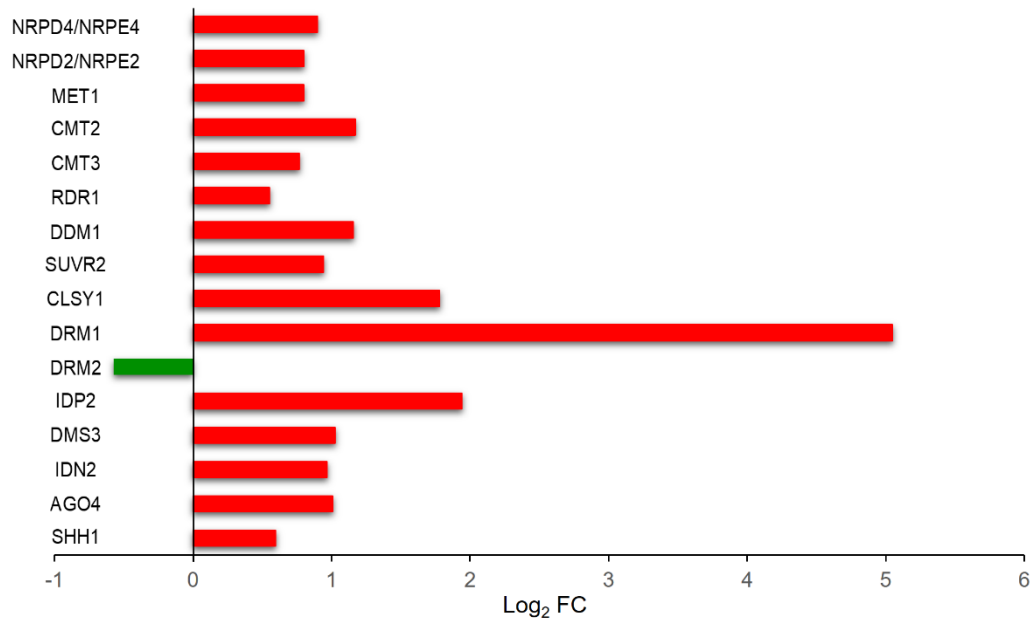

**Figure S3 – Expression levels of Differentially Expressed Genes in galls at 3 d post-infection (RNA-seq) involved in several epigenetic processes.** The genes described for the non-canonical RdDM pathway by Cuerda-Gil & Slotkin (2016) and the list of components listed in Matzke & Mosher (2014) were considered for the comparison. DRM1 was added as it was not originally described in those studies. X-axis, Log<sub>2</sub> of the fold change; and y-axis, abbreviations of genes described in the references previously mentioned. Red represents induced and green represents repressed genes respect to the control uninfected roots.

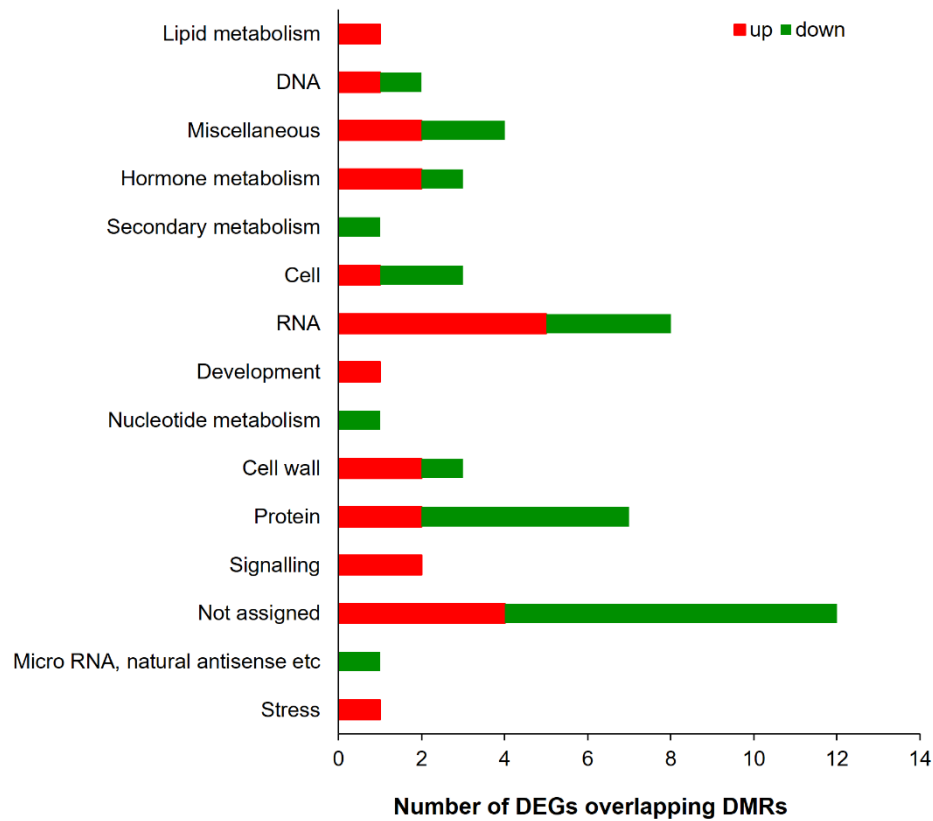

**Figure S4 – Gene Ontology of Differentially Expressed Genes (RNAseq; DEGs) in galls at 3 d post-infection overlapping Differentially Methylated Regions (DMRs).** Number of DMRs (genes and promoters) that overlap with DEGs (up- and downregulated, red and green, respectively) classified in different categories following MAPMAN. The DEGs were considered with an adjusted *P*-value cutoff of 0.05. The represented categories were obtained using a Wilcoxon Rank Sum Test not corrected and no overrepresented categories for a *P* < 0.05 were obtained. Red represents induced and green represents repressed genes respect to the control uninfected roots.

## **METHODS S1**

### **RNA and DNA extraction and purification**

Only galls formed in the main primary roots were hand dissected together with equivalent root segments from uninfected plants to avoid epigenetic biases due to differences between the primary root, directly derived from embryogenesis, and the lateral roots, derived from post-embryogenic new organogenesis. For *Arabidopsis*, a total of 10 independent experiments were pooled approximately in triplets for each biological replicate, forming three independent biological samples per treatment and used for simultaneous total RNA and genomic DNA extraction. Each biological replicate contained at least 250 hand dissected galls (from 200-300 independent plants) and 400-900 root segments from uninfected roots (from 400-900 plants) at 14 and 3 dpi, respectively, following Silva *et al.* (2019).

### **High-throughput MethylC-sequencing (MethylC-seq) library preparation and data processing**

Validation focused on some representative DMRs was performed by WGBS with 6 new independent DNA libraries, processed in the same way as described in Material and Methods. Three independent biological replicates of uninfected root segments and three of hand dissected galls at 3 dpi were collected as described in the general Material and Methods (Fig. S4d). Basically, the libraries were prepared using the EZ DNA Methylation-Gold Kit (Zymo Research, Freiburg, Germany) following the library protocol Accel-NGS Methyl-Seq DNA Library Kit for Illumina Platforms by Macrogen Inc. (South Korea) and sequenced using an Illumina® HiSeq X PE150 (San Diego, California, USA).

### **High-throughput RNA-sequencing (RNA-seq) library preparation and data processing**

RNA-sequencing raw data and detailed data processing is available in GEO accession number GSE155171. The reads were firstly checked for quality using FastQC (version 0.11.8). Trimming was then performed using BBduk (version 38.39). Trimmed reads were mapped to the combined *Arabidopsis thaliana* (TAIR10) and *M. javanica* (Assembly GCA\_900003945.1; Blanc-Mathieu *et al.*, 2017) genomes using STAR (version 2.7.0d; Dobin *et al.*, 2013). HTSeq (version 0.11.2) was used to produce the

count tables used for the differentially expressed analysis.

The pipeline used for the sRNA analysis was the same as described in Ruiz-Ferrer *et al.* (2018) for the group of rasiRNAs; but in this study the analysis was performed on the full set of sRNAs from the 6 sRNAs libraries (Table S4).

### **Total RNA isolation for q-PCR analysis**

Three new independent biological replicates of Col-0 control root segments from uninfected plants and galls from plants infected with *M. javanica* were hand dissected at 3 dpi, according to Barcala *et al.* (2010). Total RNA extraction was performed according to Silva *et al.* (2019). One microgram of total RNA from each sample was used for cDNA synthesis with a High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific, Waltham, Massachusetts, USA) with selected primers (Table S1). The cDNA was used at 50 ng per reaction for ATHILA2 and ATCOPIA48 TEs (class I). Relative gene expression was determined using the  $\Delta\Delta C_t$  method and a LightCycler® 480 II machine (Roche, Indianapolis, IN, USA). Undetectable transcripts were set to a value of 40 PCR cycles in order to perform the statistics (McCall *et al.*, 2014). Values from three independent biological replicates, with three technical replicates each were used; all were normalized to the Glyceraldehyde-3-Phosphate Dehydrogenase (GADPH) internal control (Barcala *et al.*, 2010; Ruiz-Ferrer *et al.*, 2018). Differences from control values were significant at  $*P < 0.05$ ,  $**P < 0.01$ ,  $***P < 0.001$  (Student's *t*-test comparing  $\Delta C_t$  values,  $P < 0.05$ ).

## References

- Barcala M, García A, Cabrera J, Casson S, Lindsey K, Favery B, García-Casado G, Solano R, Fenoll C, Escobar C. 2010.** Early transcriptomic events in microdissected Arabidopsis nematode-induced giant cells. *Plant Journal* **61**: 698–712.
- Benjamini Y, Hochberg Y. 1995.** Controlling the false discovery rate: A practical and powerful approach to multiple testing. *Journal of the Royal Statistical Society: Series B (Methodological)* **57**: 289–300.
- Blanc-Mathieu R, Perfus-Barbeoch L, Aury JM, Da Rocha M, Gouzy J, Sallet E, Martin-Jimenez C, Bailly-Bechet M, Castagnone-Sereno P, Flot J, *et al.* 2017.** Hybridization and polyploidy enable genomic plasticity without sex in the most devastating plant-parasitic nematodes. *PLoS Genetics* **13**: e1006777.
- Cuerda-Gil D, Slotkin RK. 2016.** Non-canonical RNA-directed DNA methylation. *Nature Plants* **2**: 1–8.
- Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, Batut P, Chaisson M, Gingeras TR. 2013.** STAR: Ultrafast universal RNA-seq aligner. *Bioinformatics* **29**: 15–21.
- Matzke MA, Mosher RA. 2014.** RNA-directed DNA methylation: An epigenetic pathway of increasing complexity. *Nature Reviews Genetics* **15**: 394–408.
- McCall MN, McMurray HR, Land H and Almudevar A. 2014.** On non-detects in qPCR data. *Bioinformatics* **30**: 2310–2316.
- Menges M, Hennig L, Gruissem W, Murray JAH. 2002.** Cell cycle-regulated gene expression in Arabidopsis. *Journal of Biological Chemistry* **277**: 41987–42002.
- Ruiz-Ferrer V, Cabrera J, Martinez-Argudo I, Artaza H, Fenoll C, Escobar C. 2018.** Silenced retrotransposons are major rasiRNAs targets in Arabidopsis galls induced by *Meloidogyne javanica*. *Molecular Plant Pathology* **19**: 2431–2445.
- Silva AC, Ruiz-Ferrer V, Martínez-Gómez Á, Barcala M, Fenoll C, Escobar C. 2019.** All in one high quality genomic DNA and total RNA extraction from nematode induced galls for high throughput sequencing purposes. *Frontiers in Plant Science* **10**: 657.
- Usadel B, Poree F, Nagel A, Lohse M, Czedik-Eysenberg A, Stitt M. 2009.** A guide to using MapMan to visualize and compare Omics data in plants: A case study in the crop species, Maize. *Plant, Cell and Environment* **32**: 1211–1229.
- Wilcoxon F. 1945.** Individual comparisons by ranking methods. In: Kotz S, Johnson NL, eds. *Breakthroughs in Statistics. Springer Series in Statistics*. New York,

NY, USA: Springer, 196–202.

How the deposited data were processed for this re-analysis (not part of the article)

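MethylC-seq at 14 dpi was analysed for 3 gall and 3 RC libraries, each from an independent biological sample. Which library belongs to which group was taken from the sample labels and Table S2 of the paper, which name the same 6 libraries. The 3 dpi libraries, the RNA-seq, the small RNA libraries, the ELISA, the immunolocalization and the mutant assays were not analysed here.

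The authors processed the reads with Trim Galore 0.5.0, mapped them with Bismark 0.20.0 to a combined TAIR10, M. javanica and λ phage genome, and tested 200 bp bins in methylKit 0.99.2 by logistic regression with the MN overdispersion correction. Genes, promoters and TEs were taken by the authors from Araport11, with promoters from 1000 bp upstream to 200 bp downstream of the transcription start. The authors deposited 3 tables, 1 per context, that hold the called bins only. The deposited counts are numbers of methylated and unmethylated cytosine calls per bin and library, with no normalization. The deposited percent values are the methylated share of those calls in each library. The deposited p-values and q-values come from the authors' test and are rounded. The deposited difference of methylation is the pooled gall percentage minus the pooled RC percentage, in whole percentage points. The thresholds of the paper are an absolute difference over 15 points and q under 0.05. Each deposited bin met the first when recomputed from the calls. The largest deposited q was 0.048 in CG and 0.05 in CHG and in CHH. As these values are rounded, they cannot show that every CHG and CHH bin was under 0.05.

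Counts of DMRs, their directions and their overlaps were taken from the deposited tables, with differences recomputed from the calls. Each bin was retested by a logistic regression of methylated and unmethylated calls on group, with the dispersion estimated as the Pearson chi-square over 4 residual degrees of freedom and never below 1, a chi-square reference and Benjamini-Hochberg adjustment over the deposited bins. The latter covers called bins alone, so these q values are not genome-wide. An F test, a plain binomial model, a shared dispersion, limma on logits with 0.5 added to each count, and a block for replicate number were alternatives. Direction was compared between contexts and between ARs and PCs with Fisher's exact test, two-sided. Such tests take bins as units, and bins are not independent replicates. Global methylation was computed from the calls per chromosome in Table S2 of the paper and compared with an exact permutation test. Pericentromeric windows were computed from the gene annotation of a reference with the same nuclear chromosomes as TAIR10. All 321 gene identifiers of the deposited tables were found in it, and it was also used to find 31 bp words that occur more than once in the nuclear chromosomes, or also in the organelle sequences. The analysis used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.

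Depth was lower in galls than in RCs in every library, as Table S2 shows. A bin's value is limited by its calls, which had a median of 162 per library in RCs and 121 in galls over the 603 DMRs. The 6 library pairs within a group were checked for duplicates by a chi-square test on their genome-wide calls in Table S2 in each context, and the smallest statistic of these 18 comparisons was 95.3, so none of these pairs differed by less than the sampling noise.

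The tests, their designs and 48 alternatives were chosen before the deposited data were examined, and 6 further alternatives were added after seeing the data. Part of Table S5 of the paper had been seen by then. The chi-square form of the retest was made the main one because the p-values seen there were too small for an F test. The alternatives covered the minimum difference, the q threshold, the minimum number of calls, the way libraries and bins are combined, the promoter and pericentromere definitions, the treatment of TEs, and each library left out in turn. Named DMRs were chosen by a rule fixed with them. It takes, per context and direction, the 3 bins with the largest difference among those in which galls and RCs do not overlap and every library has at least 20 calls, every DMR at a methylation gene or a gene of Tables 1 to 3 of the paper, every DMR in the TE families ATCOPIA48 or ATHILA2, and the TE copy with the most DMRs. The first lines of the 14 dpi sheet of Table S5 had been seen when the rule was written. Of 8 methylation genes 0 had a DMR, none lay in ATCOPIA48 or ATHILA2, and 14 TE copies tied for the most DMRs.

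The retest was tested on simulated data for 3 galls against 3 RC at the 603 deposited bins, with 200 bins changed. With binomial noise, the chi-square form recovered 96.5% of the changed bins with 4 false calls, the F test 77.0% with 0 and limma 96.0% with 5. With added overdispersion, the chi-square form recovered 84.0% with 18 false calls (4.47% of the unchanged bins), the F test 11.5% and limma 78.0% with 3 false calls. Beside the 168 bins that the chi-square form recovered, its 18 false calls were a larger share of all calls than the q threshold of 0.05 aims at. These rates hold only for the size of change and the strength of overdispersion that were simulated.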

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

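For the difference between contexts, the tests of few cytosines, foreign DNA, TE overlap and mitochondrial sequence were chosen only after the result was seen, and so was the test of context composition for TE DMRs; for few calls, the limit of 50 calls had been set earlier, and only what it would show for this explanation was written after the result was seen.

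The direction of change differed between contexts, which drew attention because the same contrast of galls with RCs gave opposite majorities at the minimum difference of 15 points. In CG, 40 of 65 DMRs were hypermethylated in galls, against 79 of 538 in CHG and CHH, an odds ratio of 9.30 (Fisher's exact test, two-sided, p = 2.17e-15). This test and those on subsets below take bins as units, all called on the same 6 libraries. Their p-values therefore do not measure the spread between biological replicates. The odds ratio lay between 8.01 and 9.45 with each library left out in turn, and it was 3.88 (exact p = 0.00942) with a minimum difference of 20 points and 2.93 (exact p = 0.137) with 25 points. The majority in CG turned with these minimums, with 8 hypermethylated and 13 hypomethylated CG DMRs at 20 points and 5 and 7 at 25 points, so most of the 40 gains were smaller than 20 points. Few calls as the whole cause were argued against by bins with at least 50 calls in every library (odds ratio 10.3, exact p = 6.05e-15), and few cytosines by bins with at least 4 (7.87, p = 9.92e-09). Reads shared between sequence copies were argued against as the whole cause by the 191 DMRs without a repeated 31 bp word, although the odds ratio was lower there (3.67, exact p = 2.58e-04). Unmethylated foreign DNA in galls as the whole source of the CHG losses was argued against by the calls in hypomethylated CHG DMRs, which relative to nuclear CHG calls were 1.05 times those of RCs (highest gall 1.10), whereas dilution would raise them by as much as it lowers methylation (from 58.5 to 39.0%). A different TE content of the contexts was argued against by an odds ratio of 13.7 (exact p = 3.36e-09) among DMRs that overlap a TE and 4.28 (p = 1.21e-04) among those that overlap none. Leaving out the 3 CG bins of mitochondrial sequence gave 10.6 (exact p = 2.19e-16), but as all 3 are hypomethylated this can only raise the odds ratio and decides nothing. A difference between galls and RCs in how CG and non-CG methylation are kept, and a different mix of cell types in galls and root segments, were not tested and stay open.

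TE DMRs were hypomethylated in galls more often in ARs (296 of 330, 89.7%) than in PCs (74 of 98, 75.5%), an odds ratio of 2.82 (Fisher's exact test, two-sided, p = 0.000667; adjusted p = 0.00267 over 4 tests). It drew attention because the contrast of galls with RCs gave different shares in these parts of the genome. Over the alternatives the odds ratio ranged from 2.56 to 3.19. These tests also take bins as units, so their p-values do not measure the spread between libraries. Few calls as the whole cause were argued against by TE DMRs with at least 50 calls in every library (2.49, exact p = 0.00592), and TE class by class II DMRs alone (4.15, p = 8.89e-05). In class I the odds ratio was 0.588 (exact p = 0.402, 55 DMRs), and whether the classes differ was not tested. The context composition stays open, because CHG TE DMRs alone gave 2.02 (exact p = 0.0515) and 11 of the 98 PC DMRs were in CG, where most gained methylation. Reads shared between copies stay open too, since the 98 TE DMRs without a repeated 31 bp word were too few to decide (1.55, exact p = 0.459), against 4.84 (p = 2.22e-04) in those with repeated words. A biological difference between arms and pericentromeres remains untested beside these.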

How the results depend on the processing

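The 6 alternatives added after seeing the data (at least 4 cytosines in a bin for the DMR counts and for the comparison of contexts, no bins of mitochondrial sequence, the test that changes form with the dispersion, any overlap with the reference annotation, and TE DMRs without a promoter) were chosen only after the results were seen. Over 59 results and 556 values under alternatives, 509 kept their direction and side of the threshold or stayed within the tolerance set for them, and 47 did not. For the 19 named DMRs, all 133 values stayed within it, which says nothing about the stability of their direction in the 17 that were chosen for a large difference without overlap of galls and RCs, since leaving out or averaging libraries cannot reverse it there.

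A higher minimum difference lowered the numbers of DMRs by construction. At 20 points, 189 of 603 DMRs were left, with 8 hypermethylated and 13 hypomethylated in CG, 23 and 120 in CHG, and 0 and 25 in CHH. At 25 points, 63 were left, with 5 and 7 in CG, 10 and 35 in CHG, and 0 and 6 in CHH. With q under 0.01, 0 hypermethylated and 18 hypomethylated CHH DMRs were left of 2 and 86. Requiring at least 4 cytosines left 342 DMRs, with 23 hypermethylated in CG and 38 hypermethylated and 174 hypomethylated in CHG. With each library left out, the numbers can only fall, and they were 537 to 565 over all contexts.

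The odds ratio of hypermethylation between CG and the other contexts fell to 3.88 (Fisher's exact test, two-sided, p = 0.00942) at 20 points and to 2.93 (exact p = 0.137) at 25 points, where 12 CG DMRs were left. The share of DMRs with separated libraries was 100% with at least 50 calls in every library, since both exceptions have fewer. Pooling calls over bins gave gall minus RC differences of 19.6 points in hypermethylated CG DMRs, −20.7 in hypomethylated CG DMRs and −18.5 in hypomethylated CHG DMRs, against 18.8, −21.9 and −19.4 as averages over bins; deeper bins weigh more in the pooled values.

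Global differences between galls and RCs changed sign with single libraries. With each library left out, the CG difference ranged from −0.177 to 0.603 points and was negative without RC replicate 3 (−0.00298), gall replicate 1 (−0.106) and gall replicate 2 (−0.177). The highest value, without gall replicate 3, had the smallest exact p that 2 libraries against 3 allow (0.1), since the other 2 galls lay above all 3 RCs. The CHG difference ranged from −0.410 to 0.00542, the CHH difference from −0.126 to 0.000192 and that over all contexts from −0.162 to 0.0859, each positive only without gall replicate 3. Subtracting chloroplast methylation kept the sign in each context. For the low level of gall replicate 3, incomplete conversion of the other libraries (−0.647 points in CHG after that subtraction) and a single chromosome (lowest in 5 of 5) are argued against, and other causes were not tested.

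Promoters of 500 bp gave 48.4% of DMRs in TEs only, 14.9% with a promoter and a TE and 24.4% with any promoter, since fewer bins overlap a shorter promoter. Requiring 100 of the 200 bp of a bin to overlap genes of the reference annotation gave 12.8% with a gene. A gene coverage limit of 30% put 90.2% of promoter, 86.6% of gene and 82.2% of TE DMRs in ARs, and a limit of 50% put 73.5% of promoter and 66.6% of TE DMRs there, because the limit sets how many windows count as PCs. The odds ratio of hypomethylation in ARs over all DMRs passed the threshold, after adjustment over the 4 tests by position, with the limit of 50% (1.78, exact p = 0.00697, adjusted p = 0.0139), but not with 500 kb windows (1.61, p = 0.0407, adjusted p = 0.0815), with a limit of 30% (1.35, p = 0.234) or without gall replicate 1 (1.33, p = 0.245). That of gene DMRs changed direction with the limit of 50% (1.97, exact p = 0.157) and was 0.15 with the limit of 30% (exact p = 0.0558). The causes were not tested. With each library left out, the odds ratio ranged from 0.685 to 1.04 for gene DMRs, above 1 without RC replicate 2 (1.04), and from 0.662 to 1.32 for promoter DMRs, below 1 without gall replicate 1 (0.662). For TE DMRs it was 2.56 to 3.19 over the alternatives. At 20 points, class II made up 91.0% of TE DMRs and HELITRON 67.9% of TE DMRs and 76.4% of promoter and TE DMRs, and the cause was not tested. Counting the first TE or every TE copy changed nothing by construction, since 1 TE is listed per DMR.

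The retest says nothing about stability, because it ran on bins already called on the same libraries and adjusted over these alone, so that calls near 603 under its alternatives were fixed beforehand (602 with the F test, and 590 and 523 bins left with at least 20 and 50 calls). Of the CG and CHG DMRs with a dispersion of at most 1, 98.0% had an F test p above the largest p of their context in the authors' deposited table. Galls and RCs share replicate numbers, but the deviations of same-numbered libraries from their group means had correlations of −0.0361, 0.00752 and 0.0447 over 601 DMRs. These values decide little, because in most of these DMRs the replicates spread no more than counting noise, and in the global percentages replicate 3 was the lowest of its group in galls and RCs in each context. Methods S1 of the paper states that experiments were pooled for each biological replicate and that galls were dissected together with uninfected root segments. The paper and the sample labels do not say whether same-numbered galls and RCs came from the same experiments. Whether the numbers pair the libraries therefore stays open. With the replicate block, 603 bins were called (65 CG, 450 CHG and 88 CHH; largest q 0.0271), and the global differences of 0.107, −0.268, −0.0609 and −0.0613 points in CG, CHG, CHH and all contexts had exact sign permutation p-values of 1, 0.25, 0.5 and 0.75. In CHG all 3 same-numbered pairs were lower in galls, and 0.25 is the smallest p that 3 pairs allow, so it decides nothing. Depth limits single bins, since 13 DMRs have a library with fewer than 20 calls and 5 with fewer than 10, and 201 DMRs rest on at most 2 cytosines.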

Differences from the paper's values

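The paper states that c. 80% of 14 dpi DMRs were hypomethylated in all contexts, and in the CG context the share here was 38.5% (25 of 65). Over all contexts together it was 80.3%, and Fig. 2b of the paper, like the values here, shows more hypermethylated than hypomethylated CG DMRs. Of the alternatives set before the data were examined, the CG share was still below the paper's value, but by less than the 1.5-fold that was counted as a difference, under a minimum difference of 20 points (61.9%, 13 of 21 DMRs) and 25 points (58.3%, 7 of 12). The gap was larger than that with q under 0.01 (42.6%), at least 20 calls (35.5%) or 50 calls (36.2%), averaged libraries (37.5%), merged regions (36.5%), or each library left out (37.5 to 41.7%).

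Of gene DMRs, 20.6% lay in PCs here, against about 10% in Fig. 2e, read by eye. With a gene coverage limit of 30% the share was 13.4%, less than 1.5-fold from the paper's value. It was further away with a limit of 50% (28.9%), 500 kb windows (19.6%), merged regions (20.6%) or each library left out. For the comparisons by position here and below, the boundaries that the paper takes from an earlier study were not available, and the rule in the legend of Fig. 8 was used without its separate centromere class.

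Of TE DMRs, 22.9% lay in PCs here, against about 11% in Fig. 2e, read by eye. None of the alternatives closed the gap, with 17.8% for a limit of 30%, 33.4% for 50%, 22.9% for 500 kb windows, 23.0% for merged regions and 22.1 to 23.7% with each library left out.

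Class II elements were matched by 153 promoter and TE DMRs here, against about 60 in Fig. 4d, read by eye, where the bar ends at the upper limit of the axis. The legend of Fig. 4 describes this panel as percentages, and the bar was read here as a number of DMRs. Whether the counts differ is therefore not certain. The number was 50 with a minimum difference of 20 points, and 135 to 153 under the other alternatives. The percentages of this set in Table S6 match those found here (90.5% in class II and 60.9% in HELITRON).

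The paper states that hypomethylation was independent of position in ARs or PCs. Most TE DMRs were hypomethylated in both here, with 89.7% in ARs and 75.5% in PCs, and these shares differed (odds ratio 2.82, Fisher's exact test, two-sided, p = 0.000667), whereas no difference was detected among promoter DMRs (36 in PCs) or gene DMRs (20 in PCs). Fig. 3f shows no CG TE DMRs in PCs, and 11 were found here.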

Other observations

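In this part, the tests of counting noise, of foreign DNA, conversion and a shift of the whole genome, and of mitochondrial reads were chosen only after the results were seen.

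Replicates varied less in CG and CHG DMRs than counting alone would give. The dispersion estimate was at most 1 in 99.2% of the 515 CG and CHG DMRs, where counting noise alone gives 59.4%, and in 16 of 88 CHH DMRs (18.2%). Counting noise alone is therefore excluded as the whole cause. In the authors' deposited table, the p-value equalled that of a chi-square test, within 0.05 on the log10 scale, in all 527 DMRs with a dispersion of at most 1, and that of an F test on 4 residual degrees of freedom in all 76 with a higher dispersion. Among the CG and CHG DMRs with a dispersion of at most 1, 98.0% had an F test p above the largest p of their context in the authors' deposited table. A candidate explanation is that a bin whose replicates happened to lie close together was judged by the more sensitive form of the test, and so passed more readily. Bins that were not called are not used here, so the share of such bins before selection is unknown.

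CHG and CHH DMRs mostly lost methylation in galls. Unmethylated foreign DNA that maps to these bins would raise their calls, relative to nuclear calls, as much as it dilutes their methylation, which went from 58.5 to 39.0% in CHG and would need 1.94 times the calls in CHH. Relative calls in hypomethylated DMRs were 1.05 times those of RCs in CHG (highest gall 1.10) and 1.08 times in CHH, which argues against it as the whole cause. Chloroplast CHG methylation differed by −0.0405 points between galls and RCs, which argues against conversion as the source of losses averaging −19.4 points. The nuclear CHG difference was −0.268 points. It cannot be set against the −19.4 points, because the DMRs had been selected for differences over 15 points. Whether a small shift of the whole genome tilted the direction of the called bins therefore stays open. Reads shared between copies are argued against as the whole cause by the CHG and CHH DMRs without a repeated 31 bp word, of which 66.2% were hypomethylated (96 of 145, interval 58.2 to 73.4%). The real split was 1 of 10 splits of the 6 libraries to give as many called bins, and 10 splits are too few to exclude chance. The deposited bins had also been selected on it. A biological loss in galls is 1 hypothesis that remains, and cell type composition was not tested.

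CHG and CHH DMRs with repeated 31 bp words were hypomethylated more often (363 of 393, 92.4%) than those without (96 of 145, 66.2%), an odds ratio of 6.18 (Fisher's exact test, two-sided, p = 8.94e-13). The paper does not report this. In CG the odds ratio was 1.69 (exact p = 0.406). Bins are the units of these tests, so the p-values do not measure the spread between libraries. TE overlap as the whole cause is excluded by an odds ratio of 4.81 (exact p = 6.25e-06) among DMRs that overlap a TE, beside 5.95 (p = 1.83e-05) among those that overlap none. Few calls as the whole cause are excluded by DMRs with at least 50 calls in every library (7.63, exact p = 1.95e-13). Reads placed on the wrong copy were not tested and stay open, as does a biological difference of repeated sequence.

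In 3 CG bins on chromosome 2 (from 3271201, 3351201 and 3351401, 200 bp each), chosen after their values were seen, all 31 bp words also occur in the mitochondrial genome. In RCs 90 of 365 calls were methylated, and in galls 1 of 190. By bin, 21.8 to 28.2% of calls were methylated in RCs and 0 to 1.43% in galls. More unmethylated mitochondrial reads in galls would raise the calls in these bins, but relative to nuclear CG calls they were 0.704 times those of RCs, which argues against that explanation. This mean was lowered by gall replicate 1 (0.343). Gall replicates 2 and 3 (0.878 and 0.890) lay close to the lowest RC (0.887), so a loss of calls was not shared by all galls. Fewer reads from a methylated nuclear copy in galls remain possible and were not tested, and no library had more than 68 calls in a bin.

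Gall replicate 3 had the lowest global methylation of the 6 libraries in each context. Incomplete conversion in the other libraries is argued against, because after subtraction of chloroplast methylation it still lay −0.647 points from the lowest other library in CHG and −0.680 in CG. A single chromosome is argued against because its CHG methylation was lowest in 5 of 5 chromosomes. No condition separates it from the other galls, so no biological explanation was tested.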
